# Siah2 control of T-regulatory cells limits anti-tumor immunity

**DOI:** 10.1038/s41467-019-13826-7

**Published:** 2020-01-07

**Authors:** Marzia Scortegagna, Kathryn Hockemeyer, Igor Dolgalev, Joanna Poźniak, Florian Rambow, Yan Li, Yongmei Feng, Roberto Tinoco, Dennis C. Otero, Tongwu Zhang, Kevin Brown, Marcus Bosenberg, Linda M. Bradley, Jean-Christophe Marine, Ioannis Aifantis, Ze’ev A. Ronai

**Keywords:** Cancer, Skin cancer, Tumour immunology, Cell biology, Gene regulation in immune cells

## Abstract

Understanding the mechanisms underlying anti-tumor immunity is pivotal for improving immune-based cancer therapies. Here, we report that growth of BRAF-mutant melanoma cells is inhibited, up to complete rejection, in *Siah2*^*−/−*^ mice. Growth-inhibited tumors exhibit increased numbers of intra-tumoral activated T cells and decreased expression of *Ccl17,* *Ccl22*, and *Foxp3*. Marked reduction in Treg proliferation and tumor infiltration coincide with G1 arrest in tumor infiltrated *Siah2*^*−/−*^ Tregs in vivo or following T cell stimulation in culture, attributed to elevated expression of the cyclin-dependent kinase inhibitor p27, a Siah2 substrate. Growth of anti-PD-1 therapy resistant melanoma is effectively inhibited in *Siah2*^*−/−*^ mice subjected to PD-1 blockade, indicating synergy between PD-1 blockade and *Siah2* loss. Low *SIAH2* and *FOXP3* expression is identified in immune responsive human melanoma tumors. Overall, Siah2 regulation of Treg recruitment and cell cycle progression effectively controls melanoma development and Siah2 loss in the host sensitizes melanoma to anti-PD-1 therapy.

## Abstract (web summary)

The ubiquitin ligase Siah2 has been implicated in immune responses. Here, the authors show that Siah2 null immune cells have an increased inflammatory response to inoculated melanoma cells, along with a reduced number of infiltrating immunosuppressive regulatory T cells, resulting in inhibition of tumour growth.

## Introduction

The development of immune checkpoint therapy (ICT), which unleashes an immune response against cancer, is among the most rapid and significant advances in cancer therapy over the past decade^1,2^. While responses to monotherapy are often limited, combining ICT with targeted therapies and, more recently, neoadjuvant therapy has been shown to be more effective and durable, and has been extended to numerous cancer subtypes, impacting the lives of more patients^3–5^. Efforts to identify markers that help stratify responders and those at risk to develop resistance to ICT^6^, will benefit from better understanding of mechanisms underlying immune system regulation and function.

The ubiquitin proteasome system is part of a regulatory cascade that underlies spatial and temporal control of key cellular functions in cell- and tissue-dependent manners. Ubiquitin proteasome signaling controls key immune regulatory functions, including pattern recognition receptor signaling, toll-like receptor signaling^7,8^, RIG1-like receptor signaling^9,10^, Nod-like receptor signaling^11^, STING signaling^12^, dendritic cell (DC) maturation and function^13–15^, and T cell activation, tolerance, and autoimmunity^16^. Understanding mechanisms underlying the role of ubiquitin ligases in the control of tumor immunity is expected to identify markers for patient stratification, and targets directing therapeutic modalities.

The E3 ubiquitin ligase Siah2 functions to control a number of fundamental cellular processes, including hypoxia^17,18^, the unfolded protein response (UPR^19^), cell junction integrity^20^, mitochondrial dynamics^21^, intracellular signaling^22^, cellular metabolism^23^, and cell proliferation^24–27^. While these activities are associated with immune cell function, direct evidence for Siah2 regulation of anti-tumor immunity has been lacking. Global functional profiling of the human ubiquitinome identified Siah2 as controlling type I interferon signaling^28^, pointing to a possible role for Siah2 in the immune response. Here, using a genetic mouse model of global Siah2 deletion, we show that Siah2 functions in intratumoral recruitment and cell cycle control of T cells with the most notable impact on T regulatory cells (Tregs), supporting a function in anti-tumor immunity.

Key in understanding the effectiveness of anti-tumor immunity is the balance between tumor-infiltrating active and suppressive T cells. While cytokines and chemokines play key role in the recruitment, proliferation, and function of distinct T cell populations within tumors, other factors, intrinsic to individual subpopulations define their ability to withstand the harsh intratumoral environment, often characterized by low oxygen tension and limited availability of nutrients. Notably, the suppressive T cell population, Treg cells, has an advantage in sustaining the intratumoral milieu, reflected in greater propensity to proliferate and exert suppressive function under harsh environmental conditions, compared with the effector T cells^29,30^. Thus, selective suppression of Tregs is expected to enhance anti-tumor immunity. Here, we demonstrate that via its regulation of p27 stability in stimulated T cells, Siah2 controls T cell proliferation, which affects the availability of intratumoral Treg, but not effector T cells, thereby enhancing effectiveness of the cytotoxic T cell and overall anti-tumor immunity.

## Results

### Enhanced anti-tumor immunity in melanoma grown in *Siah2*^*−*/*−*^ mice

To evaluate Siah2 function in the tumor environment, we injected cells of the BRAF-mutant melanoma line YUMMER1.7 into syngeneic wild-type (WT) or *Siah2*^*−/−*^ mice. The YUMMER1.7 line carries a high somatic mutation burden and is more immunogenic than the parental YUMM1.7 line^31,32^. Growth of YUMMER1.7 cells was largely attenuated in *Siah2*^*−/−*^ relative to WT mice, (Fig. 1a), with no obvious changes in gross tumor morphology or melanoma marker expression (Supplementary Fig. 1a, b). Notably, 6 of 14 tumors (42%) grown in *Siah2*^*−/−*^ mice exhibited complete regression as compared with 2/14 (14%) tumors in WT mice (Fig. 1a). While melanoma development in the first few days following tumor cell inoculation was similar in both the WT and *Siah2*^*−/−*^ mice, within 10–14 days tumors began to regress in the *Siah2*^*−/−*^ mice, while they continued growing in the WT genotype. Increasing the number of tumor cells inoculated (from 4 × 10^5^ to 1 × 10^6^) abrogated the tumor rejection phenotype in *Siah2*^*−/−*^ mice (Supplementary Fig. 1c), suggesting that tumor burden is a critical determinant of effective Siah2-dependent immune cell function.

**Fig. 1:**
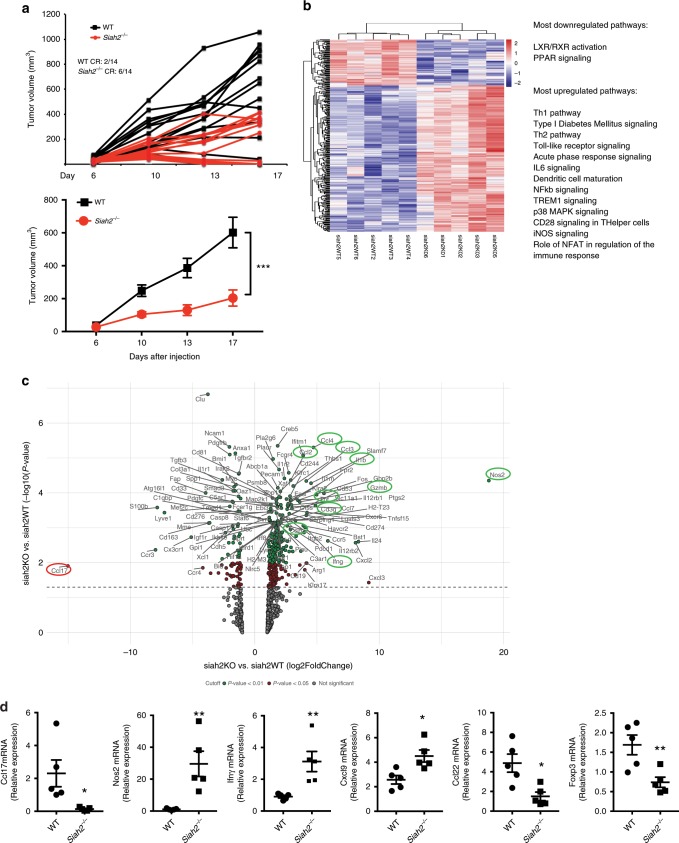
Siah2-deficient mice limits melanoma growth. **a** YUMMER1.7 melanoma cells (400,000) were injected s.c. into the flank of 5–7-weeks-old *Siah2* WT or *Siah2*^*−/−*^ male mice, and mean (lower panel) and individual (upper panel) tumor growth (volume) was measured over time (*N* = 14 for both genotypes). Analysis shows complete regression (CR) at study termination. **b** NanoString analysis of PanCancer Immune Profiling genes in tumors from WT and *Siah2*^*−/−*^ mice (*N* = 5 for both genotypes). Heat map shows the most upregulated and downregulated pathways in *Siah2*^*−/−*^ mice based on comparisons of YUMMER1.7 tumors (*n* = 5). A total of 364 differentially expressed genes were found, with 87 downregulated and 277 upregulated in *Siah2*^*−/−*^ tumors. Analysis was performed 10 days after tumor injection. Cutoff applied: *P* < 0.05. **c** Volcano plot from NanoString analysis showing genes differentially expressed in *Siah2*^*−/−*^ versus WT tumors. Cutoff is color coded: green = *P* < 0.01, red = *P* < 0.05, grey = not significant. **d** q-RTPCR analysis of indicated mRNAs from tumors collected 10 days after injection. *N* = 5, both genotypes. Data in **a** and **d** are presented as means ± s.e.m. Data in **a** were analyzed by two-way ANOVA. Data in **d** were analyzed by unpaired *t*-test. **P < 0.005 and *P < 0.05 compared with WT.

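The normalized counts of 770 probes in 5 WT and 5 Siah2 KO tumors were converted to log2 after adding 1 and compared, Siah2 KO minus WT, by limma's two-sided moderated test with Benjamini-Hochberg adjustment over all probes. At an adjusted p under 0.05, 316 genes differed, of which 241 were higher and 75 lower in Siah2 KO tumors. At an unadjusted p under 0.05, the threshold of the study, 384 genes differed, with 295 higher and 89 lower. For 243 genes the 2 groups did not overlap, with 189 of them higher and 54 lower in all Siah2 KO tumors, where chance gives 0.79% of genes. The median log2 fold change over all probes was 0.24. Scaling every tumor to the same median of the endogenous probes moved this median by −0.25 and gave 315 genes at an adjusted p under 0.05, with 163 higher and 152 lower, and 238 of the 316 genes were among them. The count moved most when the reference gene factor was removed and the tumors were scaled to the positive control probes, an alternative chosen after seeing the data, which gave 95 genes, 60 higher and 35 lower. With each tumor left out in turn, the count was between 268, without WT replicate 3, and 334, without KO replicate 6.

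**Figure D1:**
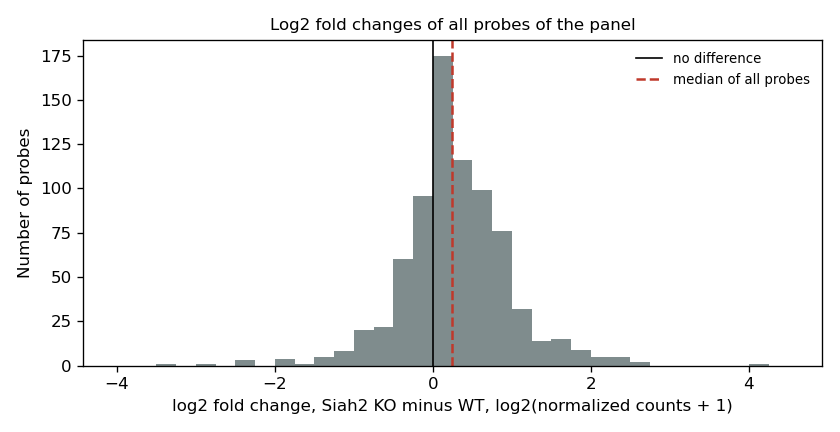
Number of probes (vertical axis) by log2 fold change, Siah2 KO minus WT (horizontal axis), for all 770 probes of the panel. The solid line marks no difference and the dashed line the median of 0.24, so the bulk of the probes lies to the right of no difference under the deposited normalization, a shift that median scaling removes.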

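Among the genes at an adjusted p under 0.05 whose groups did not overlap and whose mean over the 10 tumors was at least 20 normalized counts, the 5 with the largest positive log2 fold change were *Nos2*, *Gbp2b*, *Il12rb2*, *Fpr2* and *Ptgs2*. *Gbp2b* had 776 ± 280 (SD, n = 5) normalized counts in Siah2 KO tumors and 141 ± 51.9 (SD, n = 5) in WT tumors, a log2 fold change of 2.46 (standard error 0.31, adjusted p = 0.00039 from limma). The log2 fold change was 2.44 for *Il12rb2*, 2.30 for *Fpr2* and 2.28 for *Ptgs2*. The 5 genes with the largest negative log2 fold change were *Ccl17*, *Lyve1*, *Cx3cr1*, *Fap* and *Clu*. *Lyve1* had 11.9 ± 2.65 (SD, n = 5) normalized counts in Siah2 KO tumors and 94.4 ± 50.9 (SD, n = 5) in WT tumors, a log2 fold change of −2.76 (standard error 0.33, adjusted p = 0.00025). The log2 fold change was −2.34 for *Cx3cr1*, −1.97 for *Fap* and −1.91 for *Clu*, whose adjusted p of 3.9e-06 was the smallest of the 10 genes. Each of the 10 genes reached the smallest p of a two-sided exact permutation test on 5 against 5 tumors, 0.0079.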

To map possible changes in the tumor microenvironment of *Siah2*^*−/−*^ mice that may contribute to tumor growth inhibition, we performed RNA sequencing (RNAseq) on both WT or *Siah2*^*−/−*^ tumors. An enhanced inflammatory gene signature was identified in tumors harvested from *Siah2*^*−/−*^ relative to WT mice, a signature characterized by upregulation of genes implicated in the Th1 pathway and NOS2 signaling (Supplementary Fig. 1d). 

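YUMMER1.7 cells, a mouse melanoma line, were injected into WT and Siah2 KO mice at 400000 cells per mouse, so that the cells of the host, and not the injected cells, lacked Siah2. Tumors were collected 10 days after injection according to the legend of Fig. 1b and 11 days after it according to the sample labels. The description of the whole series names other cells, Yumm1.5, and other mice, lacking Rnf5, while the labels of all 10 samples and the paper name YUMMER1.7 cells and Siah2, which were used here. RNA from 5 tumors of WT mice and 5 tumors of Siah2 KO mice, 100 ng each, was hybridized to the NanoString panel, in which every molecule bound by a probe is counted by its fluorescent barcode. The panel has probes for 750 endogenous genes and 20 reference genes, and none for Siah2. The authors deposited the signal as normalized counts, which nSolver scaled to the geometric mean of the 20 reference genes in each tumor. The values show that a background constant was first taken from each count, that results below 1 were set to 1, and that each tumor was then multiplied by its own factor. This was read from the low values, which rise in equal steps. The paper's text names neither the background subtraction nor the floor. The factor, recovered from these steps, was between 0.918 and 1.32 in WT tumors and between 1.03 and 1.60 in Siah2 KO tumors. Before the factor, the counts summed over the 770 probes were between 443526 and 578660 in WT tumors, with a median of 559018, and between 382877 and 581603 in Siah2 KO tumors, with a median of 558894. Between 39 and 84 probes per tumor lay at the floor. After normalization, the sum was 546264 ± 31075 (SD, n = 5) in WT tumors and 660314 ± 71750 (SD, n = 5) in Siah2 KO tumors, which differed in a two-sided exact permutation test (p = 0.016). The 10 tumors could be divided into groups of 5 in 252 ways, so that the smallest p an exact permutation test allows is 0.0079. Each tumor is a mixture of injected cells and host cells, and the values do not separate them.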

To further map the effect of Siah2 on immune signaling, we performed PanCancer Immune Profiling using the NanoString technology. Common to both RNAseq and NanoString analyses were increased expression of genes that function in immune cell inflammatory and effector phenotypes (among them, *Gzmb*, *Gzma*, *Ifn*γ, and *Tnfα*; Fig. 1b–d, Supplementary Fig. 1d) and increased expression of genes associated with T cell identity (i.e., the NFAT activation pathway genes *Cd3*γ, *Cd3δ*, and *Cd8α*; Fig. 1b, c, Supplementary Fig. 1d). Both analyses also showed increased expression of chemokines (*Ccl4, Ccl3, Ccl2, and Ccl5*) and cytokines (*Il1b* and *Cxcl9*; Fig. 1c, d, Supplementary Fig. 1d) in tumors from *Siah2*^*−/−*^ mice. 

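The RNAseq data are not analysed here. In the NanoString data, *Gzmb* had 1438 ± 229 (SD, n = 5) normalized counts in Siah2 KO tumors and 410 ± 125 (SD, n = 5) in WT tumors, a log2 fold change of 1.85 (standard error 0.22, adjusted p = 0.00024 from limma). For *Gzma*, 1517 ± 251 and 590 ± 273 normalized counts (SD, n = 5 each) gave a log2 fold change of 1.46 (adjusted p = 0.0025). *Ifng* was the least abundant of these genes, with 49.1 ± 21.7 normalized counts in Siah2 KO tumors and 11.6 ± 3.69 in WT tumors (SD, n = 5 each) and a log2 fold change of 1.92 (adjusted p = 0.0015). Raising all values under 20 to 20 moved *Ifng* most, to a log2 fold change of 1.14, as its WT values lie under that floor. *Tnf* rose from 45.0 ± 7.01 to 133 ± 32.7 normalized counts (SD, n = 5 each), by 1.52 on the log2 scale (adjusted p = 0.00030). Of the T cell identity genes, *Cd3g* had a log2 fold change of 0.93 (standard error 0.16, adjusted p = 0.0014), *Cd3d* of 0.71 (standard error 0.18, adjusted p = 0.0099) and *Cd8a* of 1.13 (standard error 0.21, adjusted p = 0.0023). *Cd3d* was above the highest WT tumor in 4 of 5 Siah2 KO tumors, with p = 0.016 in a two-sided exact permutation test. For the other 6 genes every Siah2 KO tumor was above every WT tumor, with an exact p of 0.0079. Scaled to the positive control probes, an alternative chosen after seeing the data, the 3 T cell identity genes stayed higher, by 0.77, 0.55 and 0.97 on the log2 scale, at adjusted p of 0.15, 0.33 and 0.065. On this scale the reference genes had an SD (log2) of 0.52 among Siah2 KO tumors and 0.34 among WT tumors. The scaling carries this spread between tumors into every gene. In the 8 tumors whose replicate number occurs in both groups, also chosen after seeing the data, *Cd3d* was at 0.61 with an adjusted p of 0.059. Relative to the median of 8 leukocyte genes in the same tumor, the log2 fold change was between 0.75 for *Gzma* and 1.21 for *Ifng* among the 4 effector genes, all at an adjusted p under 0.05. On that scale it was 0.21 for *Cd3g* (adjusted p = 0.28), −0.0040 for *Cd3d* (adjusted p = 0.98) and 0.41 for *Cd8a* (adjusted p = 0.036). The 8 leukocyte genes themselves moved unequally, by 0.014 to 1.16, so their median may not measure the share of leukocytes alone.

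**Figure D2:**
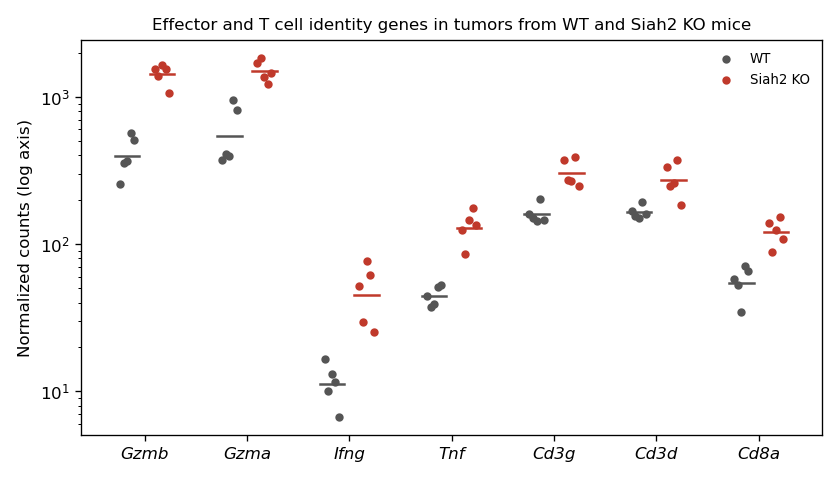
Normalized counts (vertical axis, log scale) of the 4 effector genes and 3 T cell identity genes in each of the 5 WT tumors (grey) and 5 Siah2 KO tumors (red), with the geometric mean of each group as a line. The groups overlap at *Cd3d*, where 4 of the 5 Siah2 KO tumors are above the highest WT tumor.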

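Among these genes *Ccl4* changed most, with 152 ± 20.1 (SD, n = 5) normalized counts in Siah2 KO tumors and 32.6 ± 7.96 (SD, n = 5) in WT tumors, a log2 fold change of 2.20 (standard error 0.16, adjusted p = 2.7e-05 from limma). KO replicate 2 had 116 normalized counts of *Ccl4* and the other Siah2 KO tumors between 157 and 164. The log2 fold change was 2.02 for *Ccl3* (adjusted p = 0.00020), 1.53 for *Ccl2* (adjusted p = 0.00023) and 1.02 for *Ccl5* (adjusted p = 0.0012). *Ccl2* was the most abundant of the 4 chemokines, with 16407 ± 4013 normalized counts in Siah2 KO tumors and 5633 ± 976 in WT tumors (SD, n = 5 each). *Il1b* rose from 290 ± 66.8 to 824 ± 183 normalized counts (SD, n = 5 each), by 1.51 on the log2 scale (adjusted p = 0.00057). For these 5 genes all 5 Siah2 KO tumors were above all WT tumors, with p = 0.0079 in a two-sided exact permutation test. Under positive control scaling, chosen after seeing the data, *Ccl5* was higher by 0.86 at an adjusted p of 0.089. *Cxcl9* had 3025 ± 1053 normalized counts in Siah2 KO tumors and 1705 ± 367 in WT tumors (SD, n = 5 each), a log2 fold change of 0.79 (standard error 0.25, adjusted p = 0.030). Only 3 of the 5 Siah2 KO tumors were above the highest WT tumor for *Cxcl9* (exact permutation p = 0.024). Its adjusted p was 0.065 with median scaling, where the log2 fold change was 0.52, and 0.14 with quantile normalization, where it was 0.45. Over the alternatives apart from leaving out single tumors the adjusted p of *Cxcl9* was between 0.017 and 0.28, and it was also over 0.05 without WT replicate 2, 3 or 5 and without KO replicate 1, 3 or 5.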

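Of the 770 probes, *Nos2* had the largest log2 fold change, 4.09 (standard error 0.45, adjusted p = 0.00020 from limma). It had 220 ± 125 (SD, n = 5) normalized counts in Siah2 KO tumors and 11.4 ± 5.94 (SD, n = 5) in WT tumors. The lowest Siah2 KO tumor had 80.9 normalized counts and the highest WT tumor 20.8. With each tumor left out in turn, the log2 fold change of *Nos2* was between 3.82 and 4.40, and *Nos2* was in rank 1 under every alternative that was run. With values under 20 raised to 20, its log2 fold change was 3.19. *Ccl17* had the largest negative log2 fold change, −3.46 (standard error 0.77, adjusted p = 0.0051). It had 9.85 ± 10.7 (SD, n = 5) normalized counts in Siah2 KO tumors, 2 of which were at the floor, and 80.9 ± 53.7 (SD, n = 5) in WT tumors. All Siah2 KO tumors, at 22.7 normalized counts or fewer, were below all WT tumors, at 43.3 or more, with p = 0.0079 in a two-sided exact permutation test. Because of the tumors at the floor, the size of this fold change depends on how low values are treated. With values under 20 raised to 20 it was −1.72, in rank 6 from the bottom, and with a pseudocount of 10 it was −2.20, in rank 2.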

*Nos2* was among the most upregulated genes in *Siah2*^*−/−*^ mice, while *Ccl17*, which contribute to recruitment of CCR4^+^ Tregs to tumors and thus to immunosuppression^33,34^, was among the most downregulated (Fig. 1c, d). 

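*Ccl22*, whose product binds the same receptor as that of *Ccl17*, had 70.7 ± 31.4 (SD, n = 5) normalized counts in Siah2 KO tumors and 174 ± 44.0 (SD, n = 5) in WT tumors, a log2 fold change of −1.37 (standard error 0.32, adjusted p = 0.0063 from limma). It was in rank 13 from the bottom of the 770 probes.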

Diminished attraction of Tregs to tumors resulting from reduced *Ccl17/22* levels is consistent with improved anti-tumor immunity and attenuated tumor growth. Accordingly, both RNAseq and NanoString analyses revealed significantly reduced expression of *Foxp3*, a Treg marker, in tumors harvested from *Siah2*^*−/−*^ mice, a decrease confirmed by quantitative PCR (qPCR) analysis (Fig. 1d). 

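The RNAseq data are not analysed here. *Foxp3* had 29.5 ± 9.97 (SD, n = 5) normalized counts in Siah2 KO tumors and 56.7 ± 15.8 (SD, n = 5) in WT tumors, a log2 fold change of −0.92 (standard error 0.26, adjusted p = 0.018 from limma). In 4 of the 5 Siah2 KO tumors it was below the lowest WT tumor, with p = 0.016 in a two-sided exact permutation test. The exceptions were KO replicate 5, at 46.9 normalized counts, and WT replicate 6, at 30.8. With each tumor left out in turn, the log2 fold change was between −1.12 and −0.82 and the adjusted p at most 0.045. Scaled to the median of the endogenous probes it was −1.18. With the replicate number of the labels as a block, which rests on the 8 tumors whose number occurs in both groups, it was −0.80 at an adjusted p of 0.065. In the same 8 tumors without a block, an alternative chosen after seeing the data, the adjusted p was 0.088, the top of a range that began at 0.0048 over the alternatives apart from leaving out single tumors. The ratio of geometric means, Siah2 KO over WT, was 0.521. The paper's qPCR values of Fig. 1d give a ratio of means of 0.437.

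**Figure D3:**
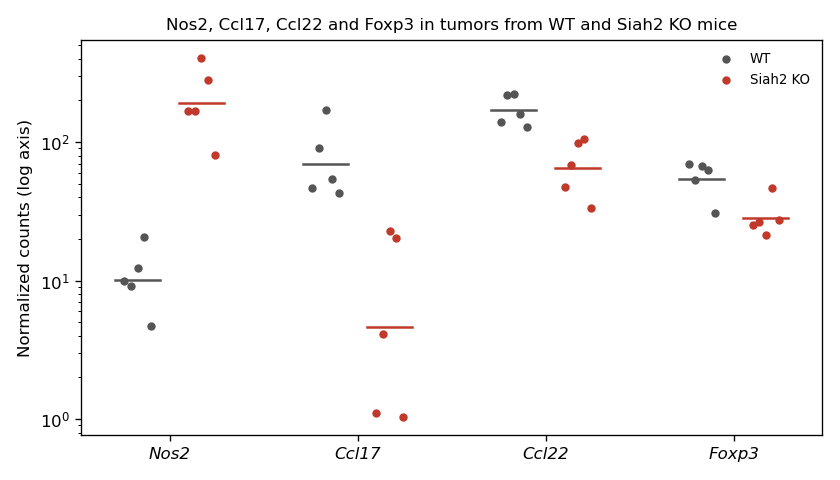
Normalized counts (vertical axis, log scale) of *Nos2*, *Ccl17*, *Ccl22* and *Foxp3* in each of the 5 WT tumors (grey) and 5 Siah2 KO tumors (red), with the geometric mean of each group as a line. *Ccl17* is at the floor in 2 Siah2 KO tumors, and the groups overlap only at *Foxp3*.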

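The 17 genes that the study names for these data were all at an adjusted p under 0.05 over the 770 probes, and 17 of 17 were so when adjusted over the list alone, which is not independent evidence, since the study chose them on these tumors. Changes were also tested over 18 gene lists with limma's fry, which tests whether a list moves in 1 direction. In that test 11 of the 18 lists were at an adjusted p under 0.05. The number was 5 with camera, a set test with a preset correlation between genes, and 3 with positive control scaling, which was chosen after seeing the data. Of the 11, camera also called the effector genes, the chemokines, the interferon gamma response and the fibroblast genes. The study's effector genes, T cell identity genes, chemokines and cytokines were higher, with median log2 fold changes of 1.68, 0.93, 1.78 and 1.15 and adjusted p of 3.8e-05, 0.0017, 1.2e-05 and 0.00085. The study's 4 other named genes go both ways and had an adjusted p of 0.47. Among the lists that the study did not choose, the median log2 fold change was 0.68 for leukocytes (adjusted p = 0.0027), 0.71 for T cells (adjusted p = 0.024), 0.62 for NK cells (adjusted p = 0.00085), 0.93 for neutrophils (adjusted p = 0.0058), 0.86 for the interferon gamma response (adjusted p = 0.0011) and 0.65 for the type I interferon response (adjusted p = 0.017). With median scaling, the T cell list was at 0.45 (adjusted p = 0.094) and the type I interferon list at 0.38 (adjusted p = 0.13). The fibroblast list was lower, at −0.74 (adjusted p = 1.3e-05). The lists of B cells, at 0.16 (adjusted p = 0.11), macrophages, at 0.24 (adjusted p = 0.17), and endothelium, at −0.31 (adjusted p = 0.062), did not pass the threshold. The macrophage genes went both ways, which a test of 1 direction does not detect. Of its 10 genes, 3 were higher at an adjusted p under 0.05, *Cd68* at 0.87, *Msr1* at 0.92 and *Cd14* at 0.73. Another 2 were lower at that threshold, *Cd163* at −1.86 and *Mrc1* at −0.89. With the replicate number as a block, which rests on 8 tumors, the B cell list passed at 0.33 (adjusted p = 0.040). The neutrophil list did not pass with the block, at 0.97 (adjusted p = 0.068). The endothelium list was the other list that camera called (adjusted p = 0.039), and with median scaling it was lower at −0.57 (adjusted p = 0.00011). The 9 genes of the Treg list had a median of −0.20 (adjusted p = 0.53), with *Foxp3* and *Ccr4* lower and *Icos* higher at an adjusted p under 0.05. *Ccr4* was near the floor, with 2.77 ± 2.73 normalized counts in Siah2 KO tumors and 9.81 ± 5.44 in WT tumors (SD, n = 5 each). The dendritic cell list had a median of −0.11 and a mean of −0.070, while the direction of its test was upward (adjusted p = 0.86), and it passed only with median scaling, at −0.37 (adjusted p = 0.024). From its RNAseq, NanoString and qPCR findings together, the paper concludes on the state of the immune environment and on the Tregs in these tumors. Among these findings are the higher effector, T cell, chemokine and cytokine genes and *Nos2*, and the lower *Ccl17*, *Ccl22* and *Foxp3*.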

Overall, these findings reveal an increased inflammatory and activated immune phenotype in the *Siah2*^*−/−*^ tumor immune environment, concomitant with reduced Treg infiltration.

### Increased T effector cells and fewer Tregs in *Siah2*^*−*/*−*^ mice grown tumors

We next compared the type and quantity of infiltrating immune cells in tumors grown in *Siah2*^*−/−*^ and WT littermates. Flow cytometry analysis performed on tumors collected 11 days after melanoma cell inoculation, a time point when tumors begin to shrink in *Siah2*^*−/−*^ mice (Supplementary Fig. 2a) revealed a comparable number (Fig. 2a) or proportion (Fig. 2b) of CD45.2^+^, CD4^+^, CD8^+^, CD11b^+^ F4/80^+^, CD11c^+^, and CD11b^+^GR1^+^ cells in both genotypes (Fig. 2a, b, Supplementary Fig. 2b). However, a 3-fold increase in the T-bet^+^ cell population and a 2-fold decrease in FOXP3^+^CD25^+^ cells within the CD4^+^ population was seen in tumors grown in *Siah2*^*−/−*^ mice as compared to WT mice (Fig. 2c, d), while WT and *Siah2*^*−/−*^ tumors showed comparable expression of FOXP3 within the Treg cell population (Supplementary Fig. 2c). These findings suggest that reduced infiltration of Treg cells is accompanied by increased infiltration of T effector cells. These observations led us to assess possible changes in the Treg population, relative to other tumor-infiltrating immune cell types in *Siah2*^*−/−*^ mice. Immunohistochemistry confirmed a significant decrease in the number of FOXP3^+^ cells, but not in the number of CD3^+^ cells, within tumors grown in *Siah2*^*−/−*^ mice (Supplementary Fig. 2d, e). Furthermore, FOXP3-negative T cells exhibited an activated effector phenotype, as reflected by an increase in IFNγ and granzyme B in both CD4^+^ and CD8^+^ T cell populations that had infiltrated tumors in *Siah2*^*−/−*^ and WT mice (Fig. 2e–h). A relative increase in the number of T-bet^+^ Th1 CD4^+^ cells was seen in *Siah2*^*−/−*^ mice (Fig. 2c), which can be cytotoxic and produce IFNγ^35^. *Siah2*^*−/−*^ mice also showed increased NOS2 expression in the macrophage population (Supplementary Fig. 2f), further suggesting that *Siah2*^*−/−*^ loss promotes an inflammatory phenotype, confirming RNAseq and NanoString data.

**Fig. 2:**
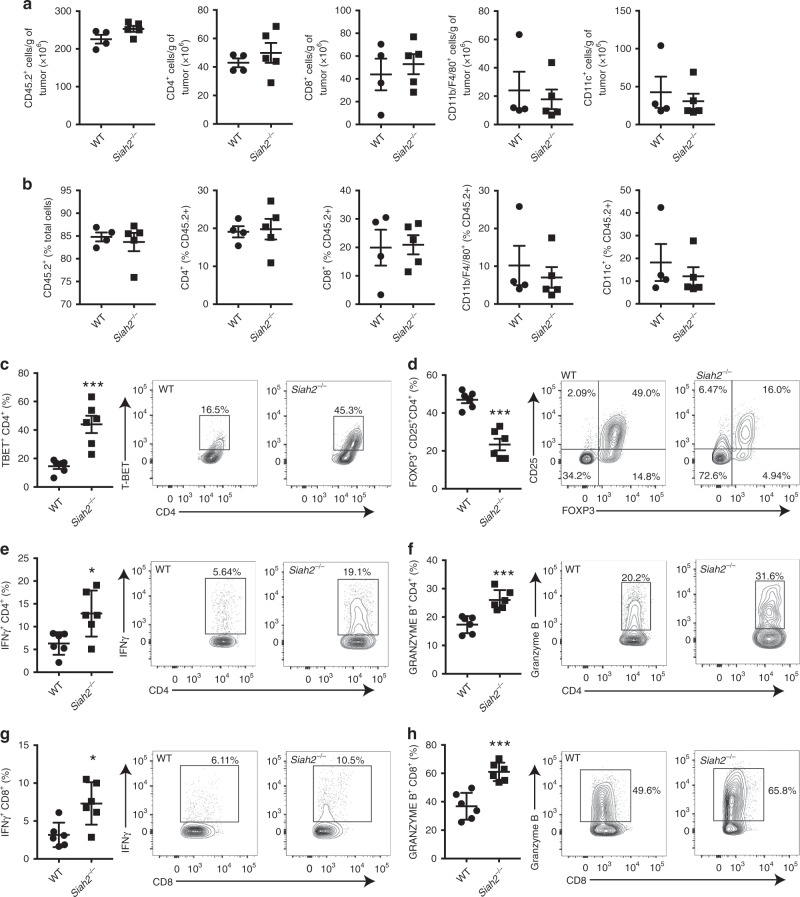
Altered intratumoral effector T cells and Tregs in * Siah2*^*−*/*−*^ mice. **a**, **b** Quantification of tumor-infiltrating immune cells (CD45.2^+^), CD4^+^ and CD8^+^ T cells, CD11b^+^/F4/80^+^, and CD11c^+^ cells on day 11 after YUMMER1.7 cell injection. Quantification is reported as total number/g tumor **a**, and as percentage **b** of indicated immune cells among total cells (for the graph in **b** analyzing frequency of CD45.2^+^), or CD45.2^+^ cells (for other graphs in **b**; *n* = 4 for WT; *n* = 5 for KO). **c**, **d** Percentage of tumor-infiltrating T-bet^+^ **c** and FOXP3^+^ **d** cells within the CD4^+^ T cell population at day 11 after tumor inoculation (*n* = 5 for WT; *n* = 6 for *Siah2*^*−/−*^). **e**–**h** Frequencies of tumor-infiltrating IFN-γ- and granzyme B-expressing CD4^+^ **e**, **f** or CD8^+^ **g**, **h** T cells 11 days after tumor cell inoculation and following stimulation overnight in vitro with melanoma peptides (*n* = 6) **e**–**h**; mean ± s.e.m. Data were analyzed by unpaired *t*-test. ***P < 0.0005, **P < 0.005, and *P < 0.05 compared with WT.

We next assessed whether the less immunogenic YUMM1.7 cells also exhibit the unique tumor infiltration signature. YUMM1.7 tumors that were collected 11 days after inoculation were smaller in *Siah2*^*−/−*^ relative to WT mice (Supplementary Fig. 2g), and exhibited increased infiltration of CD4^+^ cells expressing IFNγ (Supplementary Fig. 2h). YUMM1.7 tumors grown in *Siah2*^*−/−*^ mice also showed decreased frequency of tumor-infiltrating Tregs (Supplementary Fig. 2i) as well as macrophages positive for CD206 (Supplementary Fig. 2j), a pattern recognition receptor associated with tumor immunosuppression. These phenotypes were accompanied with increased frequency of the DC and macrophages expressing costimulatory receptor CD80^+^ DC (Supplementary Fig. 2k). Like YUMMER1.7 tumors, percentages of tumor-infiltrating immune cells were comparable in YUMM1.7 tumors from *Siah2*^*−/−*^ and WT mice (Supplementary Fig. 2l). Collectively, these findings suggest that with the exception of Tregs, Siah2 regulates activity but not the frequency of intratumoral immune cells.

### Tumor-infiltrating cells inhibit tumor growth in Siah2^*−*/*−*^ mice

To determine whether Siah2 regulates cell autonomous tumor infiltrated immune cells, bone marrow (BM) cells from WT or *Siah2*^*−/−*^ mice were transplanted into irradiated WT recipient mice, and 8 weeks later both groups were injected subcutaneously (s.c.) with YUMMER1.7 melanoma cells. Smaller tumors were identified in mice transplanted with *Siah2*^*−/−*^ relative to WT BM (Fig. 3a). While no differences were observed in intratumoral infiltration of CD4^+^ or CD11b^+^ F4/80^+^ cells, a notable increase in the number of CD8^+^ cells and a marked decrease in Tregs were seen in *Siah2*^*−/−*^ BM-transplanted mice inoculated with YUMMER1.7 cells, which was accompanied by increased NOS2 expression within tumor-infiltrating macrophages (Fig. 3b, c).

**Fig. 3:**
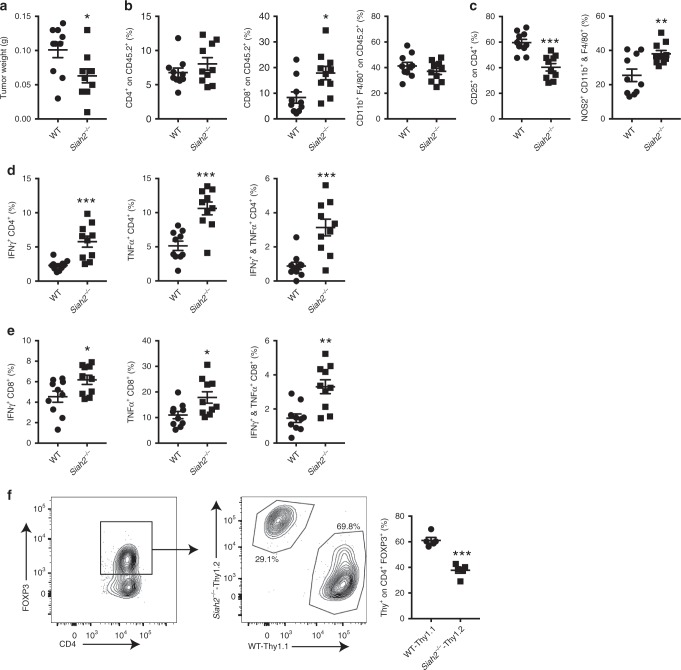
Decreased tumor growth in *Siah2*^*−*/*−*^ BM-transplanted mice. **a** Weight of tumors collected 14 days after YUMMER1.7 cell inoculation into lethally irradiated mice transplanted with bone marrow (BM) from WT or *Siah2*^*−/−*^ mice (*n* = 10). **b** Frequencies of tumor-infiltrating CD4^+^, CD8^+^ T cells, and CD11b^+^/F4/80^+^ cells among CD45^+^ cells on day 14 after tumor cell injection (*n* = 10). **c** Frequencies of CD25^+^ cells among CD4^+^ cells and NOS2-producing CD11b/F4/80-positive cells (*n* = 10). **d**, **e** Frequencies of tumor-infiltrating TNF-α- and IFN-γ-producing CD4^+^ **d** and CD8^+^ **e** T cells on day 14 after tumor inoculation and following overnight stimulation in vitro with melanoma peptides (*n* = 10). **f** A 1:1 mixture of BM from Thy1.1^+^ CD45.2^+^ WT and Thy1.2^+^ CD45.2^+^ *Siah2*^*−/−*^ mice was injected into lethally irradiated CD45.1^+^ mice. YUMMER1.7 cells were injected 8 weeks after reconstitution and tumors collected 14 days later. CD4^+^ Foxp3^+^ cells were gated and percentages of WT Thy1.1-positive and *Siah2*^*−/−*^ Thy1.2^+^ cells were determined (*n* = 5); mean ± s.e.m. Data were analyzed by unpaired *t*-test. ***P < 0.0005, **P < 0.005, and *P < 0.05 compared with WT.

Similar to our observations in *Siah2*^*−/−*^ mice, intratumoral T cells in mice transplanted with BM from *Siah2*^*−/−*^ mice showed increased effector function, as reflected by increased levels of IFNγ and TNFα produced by both CD4^+^ (Fig. 3d) and CD8^+^ (Fig. 3e) T cell populations relative to mice transplanted with WT BM. These data confirm that intratumoral immune cells in *Siah2*^*−/−*^ mice are intrinsically more activated and exhibit more pronounced inflammatory phenotypes.

To further assess how Siah2 regulates the intratumoral Treg population, transplant experiments were performed, in which lethally irradiated CD45.1 mice were injected with a 1:1 mixture of BM cells from WT Thy1.1^+^CD45.2^+^ and *Siah2*^*−/−*^ Thy1.2^+^CD45.2^+^ mice. Eight weeks later, mice were inoculated with YUMMER1.7 cells and tumors were collected 14 days later. Fluorescence-activated cell sorting (FACS) analysis of tumor cell populations revealed that among Foxp3^+^ cells, 40% were *Siah2*^*−/−*^ and 60% were *Siah2* WT (Fig. 3f). Of note, prior to tumor injection blood samples contained a comparable distribution of WT Thy1.1^+^ CD45.2^+^ and *Siah2*^*−/−*^ Thy1.2^+^ CD45.2^+^ in the CD4^+^ and CD8^+^ pools (Supplementary Fig. 3). Overall, these findings indicate that *Siah2* regulates a Tregs intrinsic mechanism that promotes their intratumoral cell numbers, therefore increasing Treg-dependent immunosuppression within tumors.

### Reduced Tregs in Siah2^*−*/*−*^grown tumors by single-cell analysis

To further assess Siah2-dependent changes in tumor-infiltrating immune cell populations, we carried out single-cell RNAseq analysis of CD45^+^ cells from YUMMER1.7 tumors grown in WT or *Siah2*^*−/−*^ mice. Data were analyzed by unsupervised density-based clustering using the *t*-distributed Stochastic Neighbor Embedding (*t*-SNE) algorithm, which enabled partition of cell populations into 16 different clusters (Fig. 4a, Supplementary Fig. 4a). Clusters 7 and 8, both containing CD8^+^ T cells, showed increased expression of granzyme B, while IFNγ expression increased in cluster 8 (Supplementary Fig. 4b). Of note, clusters representing *Siah2*^*−/−*^ effector T cells (namely 7, 8, and 12) and the *Siah2*^*−/−*^ myeloid compartment (clusters 2, 6, 11, and 17 for macrophages, and clusters 14 and 18 for DCs) showed increased expression of genes implicated in glycolysis (Supplementary Fig. 4c, Supplementary Table 2), a metabolic switch observed in effector T cells^36^ and in activated DCs and proinflammatory macrophages^37^. These data confirmed that intratumoral immune cells in *Siah2*^*−/−*^ mice are more activated and proinflammatory. Analysis of number and frequency of cells in each cluster within the CD45^+^ (Ptrpc-expressing) cells obtained from WT and *Siah2*^*−/−*^ tumors revealed a decreased percentage of Tregs among intratumoral CD45^+^ cells obtained from *Siah2*^*−/−*^ relative to WT mice (Fig. 4b, Supplementary Table 5). No differences were observed in cluster 2, which represents most of the macrophage population. Yet, a notable decease seen in smaller macrophage clusters 6 and 17 (Fig. 4b, Supplementary Table 5) may represent a subgroup of macrophages that are either intrinsically affected by Siah2 deletion or by *Siah2*^*−/−*^ microenvironment. Overall, these findings substantiate the relative decrease in number of Foxp3^+^ cells in *Siah2*^*−/−*^ tumors seen in our FACS analysis.

**Fig. 4:**
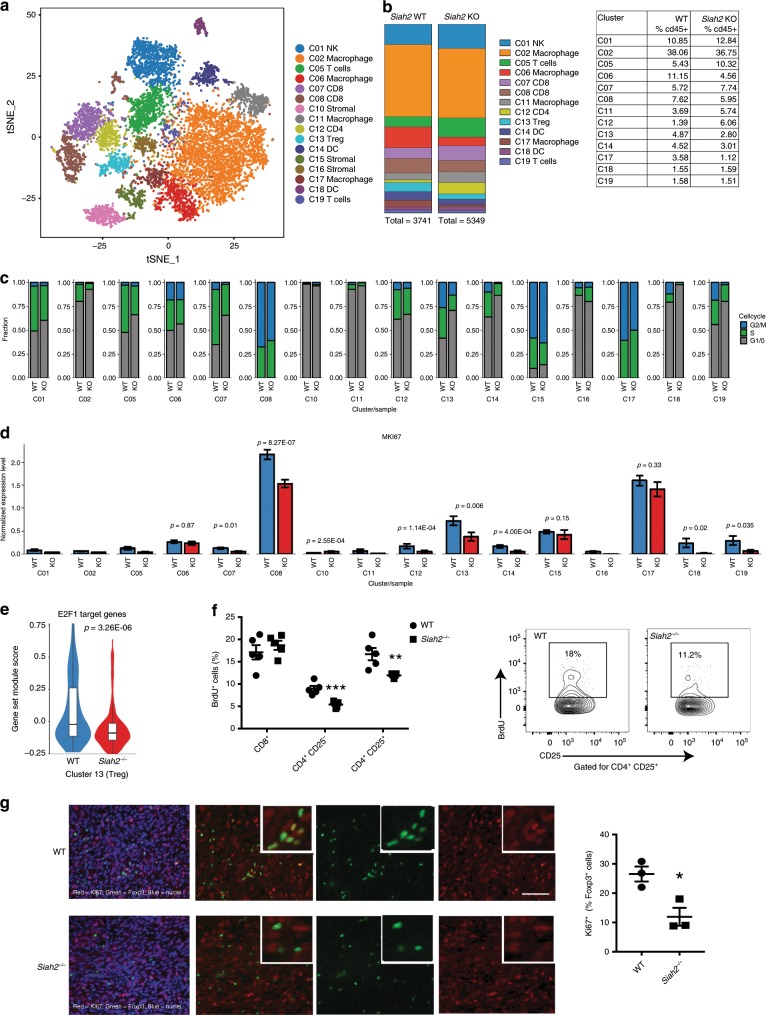
Reduced proliferation of tumor-infiltrating Tregs in *Siah2*^*−*/*−*^ mice. **a** *t*-SNE plot of CD45^+^ cells from melanoma tumors collected 11 days after inoculation of YUMMER1.7 cells into WT or *Siah2*^*−/−*^ mice, showing different clusters. **b** Color-coded bars (left) and table (right) represent proportions of cells in each cluster within CD45^+^ clusters from WT and *Siah2*^*−/−*^ tumors. **c** Bar graphs showing cell cycle status of T cells, based on single-cell RNAseq in *Siah2* WT and *Siah2*^*−/−*^ cells. **d** Expression of Ki67 (MKi67) mRNA identified by single-cell RNAseq within indicated clusters in both genotypes. **e** Violin plot comparing expression levels of E2F1-regulated genes based on single-cell RNAseq. **f** BrdU was injected into *Siah2* WT and *Siah2*^*−/−*^ mice-bearing YUMMER1.7 melanoma tumors 16 h before tumor collection. Shown is BrdU incorporation by T cells, as determined by flow cytometry (*n* = 5). **g** Ki67(red)/Foxp3(green) staining of tumors from *Siah2* WT or *Siah2*^*−/−*^ mice analyzed 11 days after melanoma cell injection (left panels), plus quantification (right; *n* = 3). Scale bar, 100 μm; mean ± s.e.m. Data were analyzed by unpaired *t*-test in **f** and **g**, and by Wilcoxon rank-sum test in **d** and **e**. **P < 0.0005 and *P < 0.05 compared with WT.

The decreased frequency of tumor-infiltrating Tregs seen in *Siah2*^*−/−*^ mice could be attributed to alterations in the cell cycle, a possibility consistent with reports that *Siah2* loss in vitro decreases cell proliferation^24,26^. Single-cell RNAseq analysis of genes implicated in cell cycle control revealed inhibition of cell cycle progression in all *Siah2*^*−/−*^ immune cell clusters (Fig. 4c, Supplementary Fig. 4d). Notably, a subset of the CD8^+^ T cells (cluster 7) and Tregs (cluster 13) showed the most striking inhibition of the cell cycle in *Siah2*^*−/−*^ relative to WT genotypes (Fig. 4c, Supplementary Fig. 4e). The cell cycle phenotypes seen in tumor-infiltrating Tregs of *Siah2*^*−/−*^ mice coincided with an increased percentage of Treg cells in G1 of the cell cycle, indicating a G0/G1 block (Fig. 4c). Indeed, tumor-infiltrating Tregs from *Siah2*^*−/−*^ mice showed a striking decrease in proliferation (16% and 13% of them being in S and G2/M phases, respectively), compared to tumor-infiltrating Tregs in WT mice (32% and 26% in S and G2M, respectively). Accordingly, 71% of the Treg infiltrating to tumors in *Siah2*^*−/−*^ mice were found to be in G1/G0, compared with 42% infiltrated tumors in WT mice (Fig. 4c). To assess the rate of proliferation in each cluster, we analyzed Ki67 expression (Fig. 4d). The levels of Ki67 mRNA expression were highest in clusters 8 (containing CD8^+^ cells), 13 (Tregs), and 17 (a small cluster of macrophages) compared with other immune cell clusters (Fig. 4d). Notably, among these highly proliferative clusters, Tregs exhibited a significantly greater difference in expression of Ki67 between WT and *Siah2*^*−/−*^ genotypes (Fig. 4d). Further assessment of cell cycle-related genes identified decreased expression of E2F1 targets, including *Dnmt1*, within the Treg cluster (Fig. 4e, Supplementary Fig. 4f, Supplementary Table 3), a change observed in most immune cell clusters obtained from tumors grown in *Siah2*^*−/−*^ mice (Supplementary Fig. 4g).

To further establish changes in proliferation specific to Treg, we evaluated in vivo incorporation of bromodeoxyuridine (BrdU) in intratumoral immune cells. BrdU incorporation was traced in intratumoral T cells, but not in NK^+^ cells, macrophages or DCs. CD4^+^ conventional T cells and Tregs showed significantly decreased BrdU incorporation in *Siah2*^*−/−*^ compared to WT mice, whereas BrdU incorporation into CD8^+^ cells was comparable between genotypes (Fig. 4f). Importantly, decreased BrdU incorporation in CD4^+^ conventional T cells did not alter their frequency within tumors (Fig. 2a), as was seen for the Tregs. These observations mark Tregs as the primary immune cell type whose abundance was decreased in tumors from *Siah2*^*−/−*^ mice. The lack of decrease in number of tumor-infiltrating CD4^+^ T cells could be attributable to increased expression of *Cxcl9* that was observed in *Siah2*^*−/−*^ tumors (Fig. 1d), which could increase T cell recruitment, compensating for decreased CD4^+^ T cells proliferation. Indeed, immunohistochemical analysis revealed a significantly lower Ki67 expression in Foxp3^+^ cells from tumors grown in *Siah2*^*−/−*^ compared to WT mice (Fig. 4g). These observations substantiate the effect of Siah2 on Treg proliferation, resulting in their reduced abundance upon Siah2 loss.

### Treg proliferation is associated with p27 expression

Siah2 activity has been often associated with cellular stress conditions (i.e., hypoxia, UPR). We thus assessed whether the effect of Siah2 on cell cycle requires T cell stimulation. In monitoring the percentages of T cell subpopulations, the proliferation of lymphocytes in draining lymph nodes from tumor-bearing *Siah2*^*−/−*^ or WT mice was assessed prior to and following stimulation in culture with CD3/CD28 antibodies combined with IL2. Prior to stimulation, a significant increase in the number of CD8^+^ cells and a decrease in the number of Foxp3^+^ cells in lymphocytes from *Siah2*^*−/−*^ compared to WT mice was noted (Supplementary Fig. 5a). Notably, after 3 days of stimulation in culture, a marked reduction in the number of Tregs obtained from *Siah2*^*−/−*^ compared to WT lymphocytes, relative to the changes seen in CD8^+^ and CD4^+^ FOXP3^−^ cells was observed (Fig. 5a, b). Flow cytometry analysis confirmed a significant decrease in Ki67 expression in CD8^+^, CD4^+^/FOXP3^−^, and CD4/FOXP3^+^ populations in *Siah2*^*−/−*^ relative to WT mice (Supplementary Fig. 5b), confirming changes in cell proliferation.

**Fig. 5:**
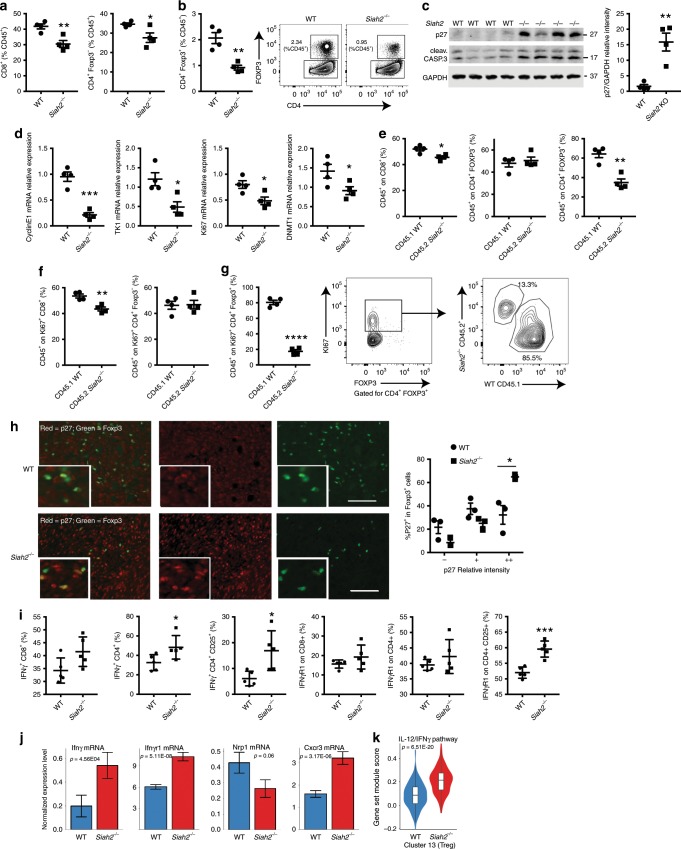
Increased p27, IFNγ, and IFNγR1 in intratumoral *Siah2*^*−*/*−*^ Tregs. **a**, **b** Lymphocytes from draining lymph nodes of *Siah2* WT and *Siah2*^*−/−*^ mice were cultured, stimulated with CD3/CD28 antibodies plus IL2, and 3 days later percentages of CD4^+^Foxp3^*−*^, CD4^+^Foxp3^+^, and CD8^+^ cells among CD45^+^ cells were determined by flow cytometry (*n* = 4). **c** Lysates from lymphocytes stimulated as in **a** were immunoblotted for p27 and cleaved caspase 3 plus GAPDH as a loading control (left; *n* = 4). Graph at right shows represents relative intensity of p27 protein between genotypes. **d** qPCR analysis of indicated transcripts from lymphocytes cultured as in **a** (*N* = 4, both genotypes). **e** T cells isolated from CD45.2^+^ *Siah2*^*−/−*^ spleen and CD45.1 WT spleen were cocultured (1:1), stimulated with CD3/CD28 antibodies plus IL2, and 3 days later percentages of CD45.1^+^ WT and CD45.2^+^ *Siah2*^*−/−*^ cells in CD4^+^Foxp3^*−*^, CD4^+^ Foxp3^+^, and CD8^+^ populations were determined by flow cytometry (*n* = 4). **f**, **g** The experiment was carried on as in **e**, and the percentage of CD45.1^+^ WT and CD45.2^+^ *Siah2*^*−/−*^ in Ki67^+^ CD4^+^Foxp3^+^ **g**, Ki67^+^CD4^+^ Foxp3^*−*^, and Ki67^+^CD8^+^ populations **f** was determined by flow cytometry (*n* = 4). **h** p27(red)/Foxp3(green) immunostaining (left panels) of tissues from tumors grown in *Siah2* WT and *Siah2*^*−/−*^ mice collected 11 days after melanoma cell injection, plus quantification (right; *n* = 3). Scale bar, 100 μm. **i** Frequencies of tumor-infiltrating IFN-γ^+^ or IFNγR1^+^ among CD8^+^, CD4^+^, and CD4^+^/CD25^+^ T cells 11 days after tumor inoculation and following overnight stimulation in vitro with PMA and Ionomycin (*n* = 5). **j** Expression of indicated mRNAs, as identified by single-cell RNAseq within the Treg cluster (cluster 13) in both genotypes. **k** Violin plot comparing expression levels of IL12/IFNγ-regulated genes, based on data obtained from single-cell RNAseq **k**; mean ± s.e.m. Data were analyzed by unpaired *t*-test in **a**–**i**, and by Wilcoxon rank-sum test in **j**–**k**. ***P < 0.0005, **P < 0.005, and *P < 0.05 compared with WT.

Among cell cycle regulatory proteins reportedly controlled by Siah2 during T cell activation is the cyclin-dependent kinase inhibitor p27^24,26^. Analysis of p27 expression in unstimulated lymphocytes derived from *Siah2*^*−/−*^ or WT draining lymph nodes revealed comparable expression (Supplementary Fig. 5c). However, stimulated lymphocytes from *Siah2*^*−/−*^ draining lymph nodes showed a marked (15-fold) increase in p27 protein levels relative to lymphocytes from WT mice (Fig. 5c), and a moderate induction of p27 mRNA relative to WT lymphocytes (Supplementary Fig. 5d). An increase in expression of cleaved caspase 3 protein (Fig. 5c) was also noted in activated lymphocytes from *Siah2*^*−/−*^ mice (compared to those obtained from WT mice), suggesting that p27 upregulation also promoted apoptosis^38,39^.

Given that p27 induces G1 block in T cells^40,41^ and reduces E2F1 transcriptional activity^42^, we analyzed changes in transcription of E2F1 target genes in in vitro stimulated *Siah2*^*−/−*^ and WT lymphocytes. Indeed, decreased expression of the E2F1 targets *Cyclin E1, Tk1, Ki67, and Dnmt1* in *Siah2*^*−/−*^ activated lymphocytes compared to WT cells was observed (Fig. 5d). Reduced levels of E2F1 target genes in the intratumoral Treg cluster, as identified by single-cell RNAseq were also noted (Fig. 4c). Impaired proliferation of *Siah2*^*−/−*^ Treg cells could be due to either an intrinsic proliferation defect or a response to cytokines or growth factors secreted during activation. To distinguish between these possibilities, T cells were isolated from spleens of CD45.1^+^ WT mice, mixed (1:1) with T cells from spleens of CD45.2^+^ *Siah2*^*−/−*^ mice, and then stimulated (with CD3/CD28 plus IL-2) for 3 days, followed by FACS analysis. Notably, a lower (35%) percentage of CD45.2^+^ *Siah2*^*−/−*^ Tregs compared to 65% of CD45.1^+^ WT Treg cells was found within the FOXP3^+^/CD4^+^ cell population. A small but statistically significant decrease in frequency of CD45.2^+^ *Siah2*^*−/−*^/CD8^+^ cells was also noted among the CD8^+^ population, but not in CD45.2^+^ *Siah2*^*−/−*^ CD4^+^ FOXP3^−^ cells (Fig. 5e) compared to CD45.1^+^ cells. In agreement, a lower percentage (20%) of CD45.2^+^ *Siah2*^*−/−*^ cells was seen within the Ki67^+^FOXP3^+^CD4^+^ cell population (Tregs) compared with 80% of CD45.1^+^ WT cells (Fig. 5g). In these experiments, the frequency of CD45.2^+^ *Siah2*^*−/−*^ and CD45.1^+^ WT cells, was largely comparable within Ki67^+^ nonTreg populations, including the Ki67^+^/CD8^+^ and Ki67^+^/CD4^+^/FOXP3^*−*^ populations, although a modest, albeit significant, decrease in frequency of CD45.2 *Siah2*^*−/−*^ cells was observed in the Ki67^+^ CD8^+^ population (Fig. 5f). Collectively, these findings suggest an intrinsic cell proliferation defect in T cells of *Siah2*^*−/−*^ mice, in which the Treg population is the most impacted. Immunohistochemistry analysis showed a significant increase of p27^+^FOXP3^+^ cells (Fig. 5h) in YUMMER1.7 melanoma tumors grown in *Siah2*^*−/−*^ compared to WT mice, confirming increases in levels of p27 protein in the *Siah2*^*−/−*^-derived intratumoral Treg cell population and strongly suggesting that Siah2 controls Treg proliferation via p27.

To assess the possibility that changes in Siah2 activity alter Treg immunosuppressive capacity, we performed an in vitro suppression assay using WT and *Siah2*^*−/−*^ Tregs. In culture, Treg capacity to suppress CD4^+^ cell proliferation did not differ between genotypes (Supplementary Fig. 5e). Correspondingly, intratumoral Tregs did not exhibit differences in TGFβ or IL10 production between genotypes (Supplementary Fig. 5f). Suppressive function of Tregs assessed in vivo was previously shown to differ from that assessed in culture independent of *Foxp3* expression, while lack of immune suppressive function has been linked to Treg expression of IFNγ and its receptor^43,44^. Consistent with earlier studies, showing induction of IFNγ expression upon reduced DNMT1 expression in Tregs grown in vivo^45^, we identified reduced expression of the E2F1 target gene *Dnmt1* expression (Supplementary Fig. 4f) and a notable increase in IFNγ and IFNγ receptor (IFNγR1) levels in intratumoral Tregs from *Siah2*^*−/−*^ compared to WT mice (Fig. 5i). Intratumoral CD8^+^ and CD4^+^ cells exhibited increased IFNγ levels and comparable levels of its receptor IFNγR1 in *Siah2*^*−/−*^ (Fig. 5i) relative to corresponding WT cells. These findings were supported by single-cell RNAseq analysis, which confirmed increased expression of *Ifnγ* and *Ifnγr1* within the Treg cluster, and decreased *Nrp1* expression (Fig. 5j). Of note, as reported for intratumoral *Nrp1*^*−/−*^ Tregs that exhibit a Treg fragility phenotype^44^ the *Siah2*^*−/−*^ Treg cluster exhibited increased expression of the chemokine receptor *Cxcr3*, a marker of type 1 helper T cells (Fig. 5j, Supplementary Fig. 5g), and increased expression of genes associated with the IL12/ IFNγ pathway (Fig. 5k, Supplementary Table 4). Increased expression of the chemokine receptor CCR8^46,47^, along with decreased expression of its ligand *Ccl1* was seen in Tregs infiltrating to tumors grown in *Siah2*^*−/−*^, compared with WT mice (Supplementary Fig. 5g).

Given the decrease in Treg cell number observed in tumors grown in *Siah2*^*−/−*^ mice, the basal Treg frequency was assessed. Treg population in tumor-free *Siah2*^*−/−*^ mice revealed a mild, albeit significant, reduction in Treg number (by 20%) in lymph nodes and spleen (Supplementary Fig. 5h, i), prompting the assessment of possible changes in T cell populations in thymus. While the percentage of immature CD4^+^/CD8^+^ double-positive and CD4^+^ or CD8^+^ single-positive populations in *Siah2*^*−/−*^ mouse thymus remained largely unchanged (Supplementary Fig. 5j), a small yet significant decrease in the number of CD4^+^Foxp3^+^ cells and in Treg precursors (CD4^+^ CD25^+^ GITR^+^ Foxp3^*−*^ cells) in thymus of *Siah2*^*−/−*^ relative to WT mice was seen (Supplementary Fig. 5k, l). Notably, no signs of autoimmunity were seen in *Siah2*^*−/−*^ mice, up to 1 year of age.

### Inhibition of proliferation in *Siah2*^*−*/*−*^ cells is p27 dependent

To assess whether increased p27 protein levels observed in *Siah2*^*−/−*^ cells inhibit proliferation, changes in Ki67 expression in cultured Jurkat T cells following knockdown of Siah2 with or without p27 knockdown were monitored (Supplementary Fig. 6a, b). While Siah2 knockdown alone significantly increased p27 protein levels and decreased *Ki67* expression (Fig. 6a, b), concomitant p27 knockdown rescued *Ki67* expression to WT levels (Fig. 6a, b). Furthermore, *Siah2*^*−/−*^ Tregs isolated from spleen and expanded in vitro showed decreased *Ki67* expression relative to Treg derived from WT mice, a decrease reversed by p27 knockdown (Supplementary Fig. 6c, d). These data suggest that decreased cell proliferation seen upon Siah2 knockdown or deletion is p27 dependent.

**Fig. 6:**
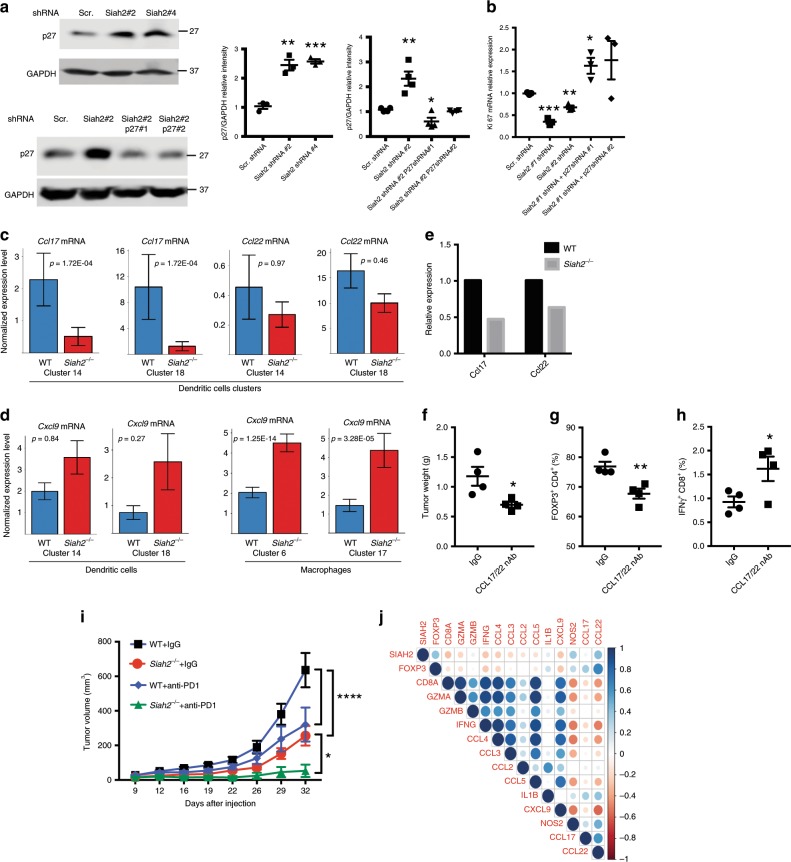
*Siah2*^*−/−*^ effect on cell proliferation is p27-dependent **a**, **b** Jurkat cells were depleted of Siah2 alone or of Siah2 and p27 via infection with lentivirus harboring indicated shRNAs. Proteins prepared were analyzed by immunoblot for p27 and GAPDH as loading control (*n* = 4; relative intensity of p27 shown in the graphs) **a**, while RNA prepared was processed for qPCR analysis of *Ki67* transcripts **b**. **c** *Ccl17* and *Ccl22* mRNA expression, as identified by single-cell RNAseq within dendritic cell clusters (C14 and C18) in both genotypes. **d** *Cxcl9* mRNA expression, as identified by single-cell RNAseq within dendritic cell clusters (C14 and C18) in both genotypes. **e** *Ccl17* and *Ccl22* mRNA expression of CD11c^+^-sorted cells from tumors from both genotypes. Ten tumors were collected per sample 11 days after YUMMER1.7 cell inoculation. Data are representative of two independent experiments. **f**–**h** Weight of tumors collected 19 days after YUMMER1.7 cell inoculation of WT mice, which were injected i.p. with CCL17 and CCL22 neutralizing antibodies every other day, starting 3 days after melanoma cell inoculation (*n* = 4) **f**. At the end of the treatment described in **f** (day 19), tumors were collected and frequencies of tumor-infiltrating Foxp3^+^ cells within the CD4^+^ T cell population **g** and of IFN-γ- expressing CD8^+^ cells (*n* = 4) were determined **h**. **i** Loss of Siah2 synergizes with PD1 therapy. Mean growth curves over time of tumors derived from YUMM1.7 cells (150,000) injected into WT and *Siah2*^*−/−*^ mice, which were then treated with anti-PD-1 antibody (200 μg/mouse; three times per week for a total of five times) or rat isotype (IgG) starting at day 7 after melanoma cell injection. WT and *Siah2*^*−/−*^ IgG (*n* = 8); WT and *Siah2*^*−/−*^ anti*-*PD-1 antibodies (*n* = 7). Shown are complete regression (CR) rates at study termination. **j** Positive correlation between Siah2 and Foxp3 expression in immunogenic melanoma tumors. Spearman’s rank correlation plots (scatterplots) for pairwise comparisons between *SIAH2* expression (mRNA *z*-scores) and the Genset identified in Treg immune signature seen in *Siah2*^*−/−*^ mice expressed in the metastatic samples with high immune signals from TCGA_SKCM (*n* = 66)^48^; mean ± s.e.m. Data were analyzed by Wilcoxon rank-sum test **c**, **d**, unpaired *t*-test **a**, **b**, **f**–**h** or two-way ANOVA with Bonferroni multiple comparison **i**. ***P < 0.0005, **P < 0.005, and *P < 0.05.

### Lower intratumoral Ccl17/22 expression in tumor inhibition

Both RNAseq and NanoString analyses showed that melanoma tumors grown in *Siah2*^*−/−*^ mice exhibit reduced expression of *Ccl17* and *Ccl22*, chemokines expressed by tolerogenic DCs^49,50^, along with increased expression of *Cxcl9*, a chemokine functioning in T cell recruitment to tumor sites (Fig. 1d). These observations were confirmed by single-cell RNAseq analysis that revealed increased *Cxcl9* expression in the *Siah2*^*−/−*^ myeloid compartment, and identified *Ccl17* and *Ccl22* expression in the DC clusters (14 and 18; Fig. 6c, d). Indeed, a significant decrease in *Ccl17* and *Ccl22* mRNA levels was confirmed in CD11c^+^ cells sorted from *Siah2*^*−/−*^-derived tumors (Fig. 6e). 

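The RNAseq data are not analysed here. In the NanoString data, *Ccl22* was between 33.5 and 106 normalized counts in the 5 Siah2 KO tumors and between 128 and 223 in the 5 WT tumors, without overlap (exact permutation p = 0.0079, two-sided). With each tumor left out in turn, the log2 fold change was between −1.55 and −1.14 for *Ccl22*, between −3.93 and −3.05 for *Ccl17*, and between 0.63 and 0.92 for *Cxcl9*. *Cxcl9* overlapped, with values between 2004 and 4478 normalized counts in Siah2 KO tumors and between 1158 and 2121 in WT tumors. Relative to the median of 8 leukocyte genes in the same tumor, the log2 fold change was −4.18 for *Ccl17* and −2.09 for *Ccl22*, and 0.068 for *Cxcl9* (adjusted p = 0.82 from limma). These 8 genes moved unequally, by 0.014 to 1.16, so their median may not measure the share of leukocytes alone. By flow cytometry the paper found comparable CD45.2-positive cells in both genotypes. The paper's qPCR values of Fig. 1d give a log2 ratio of means of −4.15 for *Ccl17*, −1.69 for *Ccl22* and 0.81 for *Cxcl9*.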

To determine whether those decreases underlie inhibition of tumor growth, Siah2 WT mice were treated with CCL17- and CCL22 neutralizing or control antibodies, 2 days after inoculating animals with YUMMER1.7 melanoma cells. Notably, administration of CCL17 and CCL22 antibodies led to a 30% inhibition in tumor weight relative to treatment with control antibody (Fig. 6f). Treg infiltration of the tumor site decreased by ~25% (Fig. 6g), concomitant with a 50% increase in IFNγ expression within the CD8^+^-positive population (Fig. 6h). These data suggest that CCL17 and CCl22 mediate, in part, tumor inhibition phenotypes seen in *Siah2*^*−/−*^ mice.

### Siah2 loss synergizes with effects of anti-PD1 therapy

Phenotypes observed in intratumoral immune cells in tumors grown in *Siah2*^*−/−*^ mice mirror those reported for tumor-infiltrating immune cells following treatment with CDK4/6 inhibitors^51–53^. Since treatment with CDK4/6 inhibitors potentiates anti-PD-1 ICT therapy, we asked whether *Siah2*^*−/−*^ loss would alter the effectiveness of anti-PD-1 ICT in mice. WT and *Siah2*^*−/−*^ mice were inoculated with YUMM1.7 cells and 7 days later both groups were treated with anti-PD-1 antibody. YUMM1.7 cells were selected since they exhibit a limited tumor inhibition following treatment with anti-PD1 antibodies^32^. Notably, *Siah2*^*−/−*^ mice not treated with anti-PD-1 antibody exhibited decreased tumor growth, with one of eight tumors regressed, which was not seen in the WT background. Significantly, treatment of *Siah2*^*−/−*^ mice with anti-PD1 antibodies promoted tumor regression in five of seven animals (Fig. 6i, Supplementary Fig. 6e), while only one of seven WT mice exhibited tumor regression in response to PD-1 blockade (Fig. 6i, Supplementary Fig. 6e). Similarly, growth of MC38 colon cancer cells in *Siah2*^*−/−*^ mice was attenuated following administration of anti-PD-1 antibodies compared with comparable treatment of WT mice (Supplementary Fig. 6f). These findings demonstrate that anti-PD-1 therapy synergizes with loss of Siah2 and promotes tumor regression.

### Siah2-Foxp3 expression correlates in immunogenic specimens

The clinical relevance of our findings was assessed by monitoring changes in Siah2 expression in the TCGA skin melanoma cohort (TCGA_SKCM). The signature of genes that were differentially expressed in the *Siah2*^*−/−*^ grown tumors was compared with those grown in the WT mice (Fig. 1c). To focus the analysis on immune infiltrated metastatic melanomas, the TCGA cohort (*n* = 339) was stratified for “low”, “intermediate”, or “high” immune signature expression^48^. The analysis of the high immune responsive subset (*n* = 66) identified a positive correlation between the expression of *FOXP3, CCL22,* and *SIAH2* (*r* = 0.4, *P* = 0.001; *r* = 0.4, *P* = 0.03, respectively) and a negative correlation between the expression of *SIAH2* and of *CD8α, IFN*γ, and *CXCL9* (*r* = −0.3, *P* = 0.03; *P* = −0.3, *P* = 0.05; *r* = −0.3, *P* = 0.04, respectively; Fig. 6j and Supplementary Fig. 6G). A positive correlation between *SIAH2* and *FOXP3* (Tregs marker) expression suggests that findings derived from a genetic murine melanoma model are relevant to human tumors and that low Siah2 levels could serve as a marker to stratify patients for ICT therapy.

## Discussion

Here, we identify a role for the ubiquitin ligase Siah2 in control of intratumoral Treg proliferation and tumor infiltration. Relative to WT mice, *Siah2*^*−/−*^ mice inoculated with YUMMER1.7 melanoma cells showed a decreased number of Tregs within tumors as well as inhibited tumor growth, up to complete regression. Our data points to changes in Treg proliferation, suppressive function and recruitment which collectively impact their abundance in tumors, enabling enhanced anti-tumor immunity.

Siah2-dependent cell autonomous regulation of Tregs with concomitant effect on immune cell activation is supported by: (i) Single-cell RNAseq performed on immune cells infiltrating tumors obtained from *Siah2*^*−/−*^ or WT mice showed that cells in the Treg cluster (#13) exhibited the most striking G1 block in *Siah2*^*−/−*^ relative to WT genotypes. (ii) Analysis of Ki67 expression across distinct immune populations from *Siah2*^*−/−*^ or WT mice confirmed that the Treg population exhibited the greatest proliferative difference between genotypes. (iii) BrdU incorporation assays performed in vivo identified a significant decrease in BrdU incorporation in Treg cells. (iv) A mixed BM chimera analysis demonstrated that decreased cell number seen in Tregs of *Siah2*^*−/−*^ mice is due to cell-intrinsic mechanisms rather than to activities of other immune cells.

Among immune cells that infiltrate tumors, T cells are the most proliferative and are thus more susceptible to Siah2-dependent control of cell cycle progression. Intratumoral *Siah2*^*−/−*^ T cells exhibited increased effector functions (among them, increased expression of IFNγ, TNFα, and granzyme B), increased expression of NFAT/cell identity genes (CD3δ, CD3ε, and CD3γ), and decreased Treg frequency. Since Siah2 loss impacts effector T cell, we set to clarify the nature of the differential changes observed for Tregs, in vivo. Lack of nutrients and low oxygen, both commonly seen in the tumor microenvironment, limit proliferation of most immune cells that depend on glycolytic metabolism. Yet, Tregs rely mostly on oxidative phosphorylation, which provides them with a proliferative advantage^29,30^ and may render them more responsive to *Siah2* deletion. Thus, among the diverse T cell populations, the intratumoral Tregs are the most sensitive to *Siah2* deletion, reflected by the highest degree of G1 block among tumor-infiltrated immune cell populations. While changes in cell cycle control  were previously seen in Siah2^*−*/*−*^ derived mouse embryonic fibroblasts^54^, neither their effect on  T cell subpopulations nor the mechanism underlying these changes were reported. Although we did not observe defects in Treg immunosuppressive capacity in *Siah2*^*−/−*^ Tregs in vitro, changes identified in intratumoral *Siah2*^*−/−*^ Tregs in vivo, suggest impaired immunosuppressive function in these cell population. The latter is supported by noting increased expression of both IFNγ and IFNγr1, and decreased Nrp1 expression in intratumoral Tregs of *Siah2*^*−/−*^ mice, consistent with decreased Treg immunosuppressive function in vivo previously reported^44^. Thus, immunosuppressive phenotypes may be apparent only in the context of the tumor environment. Consistent with the preferred effect on tumor-infiltrating Treg is the observation that *Siah2*^*−/−*^ mice did not exhibit autoimmune or other immune-related disorders (our unpublished data).

We also show changes in DCs, where Siah2 loss increased expression of the IFNγ-induced chemokine *Cxcl9*, which recruits effector T cells to a tumor site, and concomitantly decreased expression of *Ccl17* and *Ccl22*, chemokines that contribute to recruitment of Tregs to tumors. Notably, cBioPortal analysis of TCGA data relevant to *CCL22* expression in melanoma patients revealed a strong positive correlation between *CCL22* and *FOXP3* mRNA expression (Pearson = 0.66, Spearman = 0.77, *P* = 0.02). Furthermore, levels of *CCL17* mRNA correlated positively with levels of *CCL22* mRNA expression (Pearson = 0.62, *P* = 0.06), findings that link our observations in *Siah2*^*−/−*^ mice to clinical outcomes seen in melanoma patients. Our ability to rescue, in part, Treg recruitment and tumor growth in *Siah2*^*−/−*^ mice subjected to treatment with neutralizing antibodies to *Ccl17* and *Ccl22* further illustrates the independent pathways by which Siah2 controls tumor growth. Additional evidence for the physiological significance of our findings comes from analysis of human melanoma tumors in the TCGA dataset. A significant positive correlation between expression of *SIAH2* and the immune gene signature of tumors grown in our *Siah2*^*−/−*^ mouse model signified the immune-responsive human melanoma tumors. The latter substantiates the significance of our finding in murine melanoma models and suggests potential use of Siah2 expression as a marker to stratify melanoma cases for ICT.

The finding that reduced proliferation of T cells can be attributed to Siah2 regulation of p27 stability is consistent with previous reports^24,26^. Siah2 knockdown in the Jurkat T cells increased p27 protein levels and decreased proliferation, changes reversed by co-deletion of p27. Siah2-dependent effects on p27 are likely manifested following the stress accompanying immune cell stimulation (via T cell receptor signaling) or harsh tumor environment, conditions implicated for Siah2 activities^55^. Cell cycle arrest phenotypes seen following Siah2 loss resemble those observed following treatment with CDK4/6 inhibitors^51–53^. Indeed, decreased proliferation and cell cycle arrest seen in single-cell-based RNAseq analysis of tumor-infiltrated T cells in *Siah2*^*−/−*^ mice resemble changes observed following use of pharmacological CDK4/6 inhibitors currently in clinical trials^52^. Common to both is a robust increase in anti-tumor immunity. Administration of Siah2 inhibitors could thus provide a therapeutic advantage in modulating cell cycle progression in a select immune cell population, which we show to be Tregs, and represent a novel therapeutic modality. Although the development of Siah2 inhibitors has been a challenging task, our findings justify hastening those efforts.

In all, we demonstrate the ability to target tumors that are nonresponsive to PD-1 therapy by providing an environment limiting Treg suppressive function, as observed in the *Siah2*^*−/−*^ mice. Limiting Treg infiltration or suppressive function is also expected to support CTLA4-based therapy, which does not impact this select immune cell population^56^. Our data further supports the notion that combining ICT with cell cycle-disrupting drugs provides an effective strategy to promote an anti-tumor response. Targeting the ubiquitin ligase Siah2, central in cell autonomous proliferation and activity of Tregs, may thus offer the rationale for an innovative therapeutic approach.

## Methods

### Animals and tumor models

All experimental animal procedures were approved by the Institutional Animal Care and Use Committee of Sanford Burnham Prebys Medical Discovery Institute (approval # 16–070, 17–043) and complied with all relevant ethical regulations for animal testing and research. *Siah2*^*−/−*^ mice were generated as previously described^54^. *Braf*^*V600E/+*^;* Pten*^*−/−*^; and *Cdkn2a*^*−/−*^ mouse melanoma cells (YUMM1.7, YUMMER1.7) were kindly provided by Marcus Bosenberg^31,32^. For tumor growth experiments, mice were injected s.c. with 400,000 YUMMER1.7 cells or 150,000 YUMM1.7 cells, or 500,000 MC38 cells, unless otherwise noted. Tumor volumes were measured twice a week. Tumors were collected 10–14 days after inoculation, unless otherwise noted.

### BM chimeras

WT or *Siah2*^*−/−*^ recipient mice were lethally irradiated (1000 rads) and reconstituted by intravenous (i.v.) injection of 1 × 10^7^ BM cells isolated from femurs and tibias of donor WT or *Siah2*^*−/−*^ mice. Recipients were treated with antibiotics (trimethoprim 8 mg/ml and sulfamethoxazole 40 mg/ml in drinking water) for 3 weeks after injection. Reconstitution was confirmed 6–8 weeks after BM transfer, and chimeric mice were then injected s.c. with 400,000 YUMMER1.7 cells. For mixed BM chimeras, experiments were carried out as for BM chimeras, except that irradiated mice were injected i.v. with a 1:1 mixture of *Siah2* WT Thy1.1 and *Siah2*^*−/−*^ Thy1.2 cells, for a total 1 × 10^7^ BM cells.

### Tumor digestion

Tumors were excised, minced, and digested with 1 mg/ml collagenase D (Roche) and 100 µg/ml DNase I (Sigma) at 37 °C for 1 h. Digests were then passed through a 70-μm cell strainer to generate a single-cell suspension. Cells were washed twice with phosphate-buffered saline (PBS) containing 2 mM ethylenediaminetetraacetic acid (EDTA) and stained for flow cytometry.

### Flow cytometry

Tumor-derived single-cell suspensions were washed twice with FACS staining buffer, fixed 15 min with 1% formaldehyde in PBS, washed twice, and resuspended in FACS staining buffer. For intracellular cytokine staining, cells were resuspended in complete RPMI-1640 (containing 10 mM HEPES, 1% nonessential amino acids and L-glutamine, 1 mM sodium pyruvate, 10% heat-inactivated fetal bovine serum (FBS), and antibiotics) supplemented with 50 U/mL IL-2 (NCI) and 1 mg/mL brefeldin A (BFA, Sigma), and then incubated either with phorbol myristate acetate (10 ng/ml) and ionomycin (0.5 μg/ml) or with melanoma peptides made by Anaspec Inc at 2 μg/ml: MGP100_25–33_ (AS-64752); melan-A_26–35_, (AS-61011); TRP2_180–188_, (AS-61058); and TRP2_181–188_ (AS-64811) for 16 h at 37 °C. Cells were then fixed and permeabilized using a Cytofix/Cytoperm Kit (BD Biosciences) before staining.

Antibodies were purchased against the following proteins: CD45.2 (104, 1:200), CD8α (53–6.7, 1:200), CD4 (GK1.5, 1:200), CD45.1 (A20, 1:200), TNFα (MP6-XT22, 1:100), IFNγ (XMG1.2, 1:100), CD11c (N418, 1:200), CD11b (M1/70, 1:200), MHC class I (AF6–88.5, 1:200), CD80 (16-10A1, 1:200, 1:200), FOXP3 (FJK-16s, 1:100), CXCR3 (CXCR3-173), CCR8 (SA214G2, 1:200), GR1 (RB6-8C5, 1:200), CD206 (C068C2, 1:200), Thy1.1 (OX-7, 1:200), Thy1.2 (53-21, 1:200), KI67 (16A8, 1:100), TGFβ (TW7-16B4, 1:100), IL10 (JES516E3, 1:100), GITR (DTA-1, 1:200), TBET (4B10, 1:100), and CD25 (3C7, 1:200) were purchased from BioLegend, while GRANZYME B (GB11, 1:10) and NOS2 (CXNFT, 1:100) were purchased from BD Biosciences, and IFNγr1 was purchased by Miltenyi Biotec Inc (130104934, 1:100). All data were collected on an LSRFortessa cell analyzer (BD Biosciences) and analyzed using FlowJo Software (Tree Star). Gating strategy is provided in Supplementary Fig. 7.

### Histology and immunofluorescence

Tumors collected 11 days after melanoma cell injection were fixed in 4% formalin overnight at 4 °C, washed with PBS, paraffin-embedded, cut into 5 μm-thick sections and stained with hematoxylin and eosin. For immunofluorescence, sections were deparaffinized, rehydrated, and washed in PBS. Antigen retrieval was performed in a pressure cooker (Decloaking chamber, Biocare Medical) in citrate buffer (pH 6.0). Foxp3 (ThermoFisher LifeTechnology FJK-165, 1:100), Ki67 (AbCam Ab15580, 1:250), CD3 (Novus Biologicals NB600-144, 1:50), and p27 (Santa Cruz; C-19, 1:25) immunostaining was performed by incubating sections overnight at 4 °C with antibodies in Dako antibody diluent. Alexa Fluor 488- or Alexa Fluor 594-conjugated secondary antibodies were added for 1 h at room temperature (Molecular Probes), and nuclei were counterstained using SlowFade Gold Antifade reagent (Vector) with 4′,6-diamidino-2-phenylindole (DAPI, Vector).

Image data were obtained using an Olympus TH4–100 microscope and Slidebook 4.1 digital microscopy. For quantification, Ki67-, Foxp3-, CD3-, and p27-positive cells were counted in five random ×20 fields per mouse. Staining was scored using a three-tiered intensity scale ranging from 0 (no staining) to + + (highest intensity).

### Cell lines and gene silencing

YUMM1.7 and YUMMER1.7 cells were kindly provided by Marcus Bosenberg^31,32^ and grown in DMEM media supplemented with 10% FBS and Amp/Pen. MC38 cell line was obtained from Kerafast and was grown in DMEM media supplemented with 10% FBS and Amp/Pen. Jurkat cells were obtained from ATCC and grown in RPMI supplemented with 10% FBS and Amp/Pen. Short hairpin RNAs (shRNAs) were purchased from Sigma-Aldrich (human Siah2 #2 TRCN0000297333; human Siah2#4 TRCN0000297339; human p27#1 TRCN0000039928; human p27#3 TRCN0000039932; mouse p27#1 TRCN0000294885; mouse p27#2 TRCN0000287390; non targeted shRNA control; SHC016). Lentiviral particles were prepared using standard protocols. Briefly, HEK293T cells obtained from ATCC were transfected with shRNA plasmid and the second-generation packaging plasmids delta R8.2 and VSV-G (Addgene). Viral supernatants were collected 48 h later and used in the presence of polybrene (Sigma) to infect indicated lines. Cell lines were authenticated at SBP Genomic Core using short tandem repeat (STR) analysis which was performed on isolated genomic DNA with the GenePrint® 10 System from Promega, and peaks were analyzed using GeneMarker HID from Softgenetics. Allele calls were searched against STR databases maintained by ATCC (www.atcc.org), DSMZ (www.dsmz.de), Texas Tech University Children’s Oncology Group (cogcell.org), and the Wistar Institute Melanoma Cell STR Profiles (http://www.wistar.org/lab/meenhard-herlyn-dvm-dsc/page/melanoma-cell-str-profiles). All cell lines were maintained under mycoplasma-free conditions.

### Western blotting

Cells were washed once with PBS at room temperature and resuspended in RIPA buffer (PBS containing 1% NP-40, 1% sodium deoxycholate, 1% sodium dodecyl sulfate (SDS), 1 mM EDTA, and phosphatase and protease inhibitors), while tissue was homogenized directly in RIPA buffer. Lysates were centrifuged, and supernatants were removed and subjected to SDS–polyacrylamide gel electrophoresis. Proteins were transferred to nitrocellulose membranes (Osmonics Inc., MN, USA), which were blocked and incubated with respective primary antibodies followed by Alexa Fluor-conjugated secondary antibodies. The first antibodies p27 (3688, 1:1000), GAPDH (5174, 1:1000), and cleaved caspase 3 (9664, 1:1000) were all purchased from Cell Signaling. Blots were imaged using an Odyssey detection system (Amersham Bioscience, NJ, USA). Uncropped blots provided in Source Data File.

### BrdU incorporation

BrdU incorporation was performed following a protocol from the FITC-BrdU kit (BD Pharmingen). Briefly, mice were injected intraperitoneally (i.p.) with 1 mg BrdU solution and sacrificed 20 h later. Tumors were digested and cells stained for surface markers. Cells were fixed and permeabilized with BD cytofix/cytoperm buffer, followed by DNAse I digestion, and stained with anti-BrdU antibody.

### In vivo antibody treatments

Anti-CCL17 and anti-CCL22 neutralizing antibodies were purchased (R&D systems). Mice were injected with both antibodies (20 μg/dose dissolved in 200 μl sterile normal saline), starting 2 days after tumor injection, and every other day thereafter until tumor collection. For anti-PD-1 antibody treatment, mice were injected (i.p.) with 200 μg anti-PD-1 clone RMP1-14 for YUMM1.7, and 100 μg anti-PD-1 clone RMP1-14 for MC38 cells, or rat IgG2a isotype control on days 7, 9, 12, 14, and 16 after inoculation of YUMM1.7 cells, and on days 7, 9, 12, and 14 after inoculation of MC38 cells.

### RNA extraction and qRT-PCR analyses

Total RNA was extracted from tumors or cells using TRIzol (Ambion) and treated with DNase I. cDNA was synthesized using oligo-dT and random hexamer primers according to the SYBR Green qPCR protocol (Life Technologies). Total RNA was reverse transcribed using high Capacity Reverse Transcriptase kits (Invitrogen), according the manufacturer’s protocol. Purity and concentration of extracted RNA were checked and quantified by reading absorbance at 260 and 280 nm in a NanoDrop spectrophotometer (Thermo Fisher). Quantitative real-time PCR (qRT-PCR) analyses were performed using SYBR Green RT-PCR kits (Invitrogen) on a Bio-Rad CFX Connect Real-Time system or Roche LightCycler. GAPDH or 18 S was amplified as an internal control. PCR primers were designed using Primer3, and their specificity was checked using BLAST. PCR products were limited to 100–200 bp. Primer sequences are shown in Supplemental Table 1.

### NanoString nCounter assay

For each assay, a 100 ng aliquot of RNA was mixed with a NanoString code set mix and incubated at 65 °C overnight (16 h). Reaction mixes were loaded onto the NanoString nCounter Prep Station for binding and washing, and the resulting cartridge was transferred to the NanoString nCounter digital analyzer for scanning and data collection. Quantified expression data were analyzed using NanoString nSolver Analysis Software v2.0. After performing image quality control using a predefined cutoff value, we excluded outlier samples using a normalized factor based on the sum of positive control counts >3-fold. Data were normalized by scaling with the geometric mean of built-in control gene probes for each sample. Data tabulated in the heatmap were based on 364 DEGs (comparing Siah2 KO to WT), of which 87 genes were downregulated and 277 were upregulated, with *P* < 0.05. NanoString data has been deposited in public dataset: GSE 134328.

### Bioinformatics and statistical analysis of the NanoString nCounter assay

For gene expression data from the NanoString nCounter assay, filtering of samples using quality control criteria was performed according to the manufacturer’s recommendations. Raw counts of samples passing quality control were normalized using 20 reference genes (Abcf1, Alas1, Edc3, Eef1g, Eif2b4, G6pdx, Gusb, Hdac3, Hprt, Nubp1, Oaz1, Polr1b, Polr2a, Ppia, Rpl19, Sap130, Sdha, Sf3a3, Tbp, and Tubb5) as internal controls. 

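The geometric mean of the 20 reference genes was 700.8 normalized counts in the 10 tumors, so that their mean log2 fold change is held at 0. At an adjusted p under 0.05 from limma, 5 of the 20 differed. *G6pdx* had 1982 ± 160 normalized counts in Siah2 KO tumors and 1661 ± 76.2 in WT tumors (SD, n = 5 each), a log2 fold change of 0.25 (adjusted p = 0.034), and *Hprt* had a log2 fold change of 0.24 (adjusted p = 0.017). *Gusb*, *Tubb5* and *Oaz1* were lower, with log2 fold changes of −0.31, −0.26 and −0.19 and adjusted p of 0.033, 0.025 and 0.043. The direction of *G6pdx* and *Hprt* depends on the scaling. With median scaling their log2 fold changes were −0.014 and −0.022, and with quantile normalization −0.21 and −0.19. With either of these 2 scalings 9 reference genes were at an adjusted p under 0.05. The equal variance test that the methods name called 7 of the 20 at an adjusted and 8 at an unadjusted p under 0.05. With the replicate number as a block, which rests on 8 tumors, and with positive control scaling, which was chosen after seeing the data, limma called 0 of the 20 at an adjusted p under 0.05 and 0 at an unadjusted p under 0.05. In the same 8 tumors without a block, also chosen after seeing the data, it called 0 and 3. With each tumor left out in turn, between 1 and 4 were called.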

Data were log2-transformed and further analyzed. Student’s *t*-test was applied to compare normalized expression values between groups. IPA (Ingenuity Pathway Analysis) analysis for the 364 differentially expressed genes (DEGs) was used to map biological processes, pathways, and networks.

### RNAseq analysis

PolyA RNA was isolated using the NEBNext® Poly(A) mRNA Magnetic Isolation Module, and bar-coded libraries were constructed using the NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina® (NEB, Ipswich MA). Libraries were pooled and single end sequenced (1 × 75) on the Illumina NextSeq 500 using the High output V2 kit (Illumina Inc., San Diego CA). Raw data QC by FASTQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and mapping to the mouse reference genome (mm10) by STAR^57^ with default parameters were performed in Illumina BaseSpace (https://basespace.illumina.com). FeatureCounts^58^ was used to count reads mapped to the annotated mouse genes. The EdgeR-based R pipeline in SARTools^59^ was used to identify DEGs. DEGs with *P* < 0.01 and |log2Foldchange| > 2 are shown in the heatmap, and DEGs with *P* < 0.01 and |log2Foldchange| > 1 are included in IPA pathway analysis. Data obtained under this analysis was deposited in public dataset: GSE134412.

### Single-cell library preparation and sequencing

*Siah2*^*−/−*^ and WT mice were sacrificed 11 days after tumor cell inoculation. Tumors from each group were minced prior to incubation with 0.3 Wünsch U/mL Liberase TM (Sigma) and 50 U/ml Dnase I (Roche) in Hank’s Balanced Salt Solution (Life Technologies) for 30 min at 37 °C with agitation. Tumors were homogenized by repeated pipetting and filtered through a 70-μm nylon filter. Single cell suspensions were washed with 1 × PBS-4%FBS before incubation 20 min on ice at 5 × 10^7^ cells/ml with 500 ng/ml Fc block (2.4G2, BD Pharmingen) to prevent nonspecific antibody binding. Cells were then incubated 1 h on ice with PE-eFluor610-conjugated CD45 monoclonal antibody (30-F11, eBioscience). For scRNAseq libraries, DAPI-negative (live) CD45^+^ and CD45^−^ cells were sorted using a SY3200 flow cytometer and sorted cells were resuspended in RPMI for counting. Live CD45^+^ and CD45^−^ cells were mixed 5:1. Libraries were prepared using a Single Cell 3′ Reagent Kit v2, a Chromium™ Single Cell 3′ Library & Gel Bead Kit v2, PN-120237, a Single Cell 3′ Chip Kit v2 PN-120236, and an i7 Multiplex Kit PN-120262” (10× Genomics)^60^, following the user guide from the Single Cell 3′ Reagent Kit v2 (Manual Part # CG00052 Rev A). Libraries were run on an Illumina HiSeq 4000 system as 150 bp paired-end reads, one full lane per sample.

### Single-cell RNAseq data pre-processing

Sequencing results were demultiplexed and converted to FASTQ format using Illumina bcl2fastq software. The Cell Ranger Single-Cell Software Suite (https://support.10xgenomics.com/single-cell-gene expression /software/ pipelines/latest/ what-is-cell-ranger) was used to perform sample demultiplexing, barcode processing, and single-cell 3′ gene counting. The cDNA insert was aligned to the mm10/GRCm38 reference genome. Only confidently mapped, nonPCR duplicates with valid barcodes and UMIs were used to generate the gene-barcode matrix containing 10,654 cells (4,768 Siah WT and 5,886 *Siah2*^*−/−*^). Further analysis, including quality filtering, identification of highly variable genes, dimensionality reduction, standard unsupervised clustering algorithms, and discovery of DEGs, was performed using the Seurat R package^61^. To exclude low quality cells as well as cells that were extreme outliers in terms of library complexity or that may include multiple cells or doublets, we calculated the distribution of the number of detected genes per cell and removed cells in the bottom and top 2% quantiles. We also removed cells with >10% of transcripts derived from mitochondrial genes. After quality filtering, the mean and median number of detected genes per cell was 2847.6 and 2575, respectively. After removing unwanted cells from the dataset, we normalized the data by the total expression, multiplied by a scale factor of 10,000, and log-transformed the result.

### Integrated analysis of single-cell datasets

To account for batch differences, we utilized the Seurat alignment method for data integration^62^, which does not expect that confounding variables have uniform effects on all cells in a dataset and allows for global transcriptional shifts between datasets. The method uses a variant of canonical correlation analysis (CCA) to find linear combinations of features and identifies shared correlation structures across datasets^62–64^. For each dataset, we identified variable genes, while controlling for a strong relationship between variability and average expression. We took the union of the top 2000 genes with the highest dispersion from both datasets and ran CCA to determine common sources of variation between the two datasets. We then aligned the subspaces based on the first 20 canonical correlation vectors, generating a new dimensional reduction used for further analysis. Original single-cell data has been deposited in the public dataset, GSE 134814.

### Visualization and clustering

To visualize data, we further reduced the dimensionality of the entire 10075 cell dataset to project cells in two-dimensional space using *t*-SNE based on the aligned CCA. Aligned CCA was also used as a basis for partitioning the dataset into clusters using a shared nearest neighbor modularity optimization algorithm. Using graph-based clustering, we divided cells into 19 transcriptionally similar subpopulations. We merged biologically similar clusters, resulting in 16 defined subpopulations. We identified nonimmune populations based on expression of Ptprc.

### Determining cluster markers

To identify cluster markers, we performed pairwise differential expression analysis using the Model-based Analysis of Single-cell Transcriptomics (MAST) method^65^, adjusting for cellular detection rate, for each cluster against all other clusters for autosomal genes detected in at least 20% of cluster cells, keeping significant genes in each comparison. Significance was determined using the MAST method with Bonferroni multiple-comparison correction. Immune cell types within clusters were identified based on expression of known markers. Additionally, pathway analysis was performed for significantly expressed genes in each cluster using Enrichr (http://amp.pharm.mssm.edu/Enrichr/) to confirm cell types.

### Cell cycle classification

We calculated a module score for each cell based on average expression levels of G2/M and S phase markers, subtracted by the aggregated expression of randomly selected control genes, as implemented in the Seurat R package^66^. Each cell was assigned to the cell cycle phase with the highest positive score, and to G1 for negative scores. The same scoring approach was also used to quantify pathway enrichment.

### T cell stimulation assay

Lymphocytes from draining lymph nodes or T cells isolated from spleen were cultured in T-cell medium (DMEM supplemented with 10% FBS, penicillin/streptomycin, 1% HEPES, 1% nonessential amino acids, 100 mM sodium pyruvate, mercaptoethanol (1000×; SIGMA) plus 1 μg/ml of CD28 (BioLegend) and 100 U/ml rhIL-2 (Fisher Scientific) in CD3^−^-coated (5 μg/ml) plates for 72 h at 37° C, at a cell density of 10^6^/ml.

### T cell isolation

Spleens were minced and passed through a 70-μm cell strainer to generate a single-cell suspension. Red blood cells were removed by incubation in RBC lysing buffer (Sigma). To purify CD4^+^ and CD8^+^ T cells, splenocytes were incubated with biotinylated anti-B220 (RA3^−^6B2, 1:300), biotinylated anti-CD11b (M1/70, 1:300), biotinylated anti-CD11c (N418, 1:300), biotinylated anti-CD19 (MB19-1, 1:300), biotinylated anti-CD24 (M1/69, 1:500), and anti-CD16/32 (93, 1:75), all from BioLegend for 20 min at room temperature, followed by incubation with appropriate reagents from the EasySep mouse streptavidin RapidSpheres isolation kit (Stem Cell Technologies), according to manufacturer’s protocol. Collected supernatants were enriched with T cells, and the purity of CD4^+^ and CD8^+^ cells was 92–97% based on FACS analysis.

### Mouse Treg transduction

A total of 500,000 Treg cells in 96-well plate were grown in RPMI supplemented with 10% FBS, 1% HEPES, 0.05% 2-mercaptoethanol, and Amp/Pen in presence of IL-2 (100 U/ml) and anti-CD3 anti-CD28-coated microbeads with bead to cell ratio 1:1. shRNAs were purchased from Sigma-Aldrich mouse p27#12 TRCN0000071063; mouse p27#2 TRCN0000071067; non targeted shRNA control; SHC016. Freshly collected supernatants containing lentiviral particles were added and supplemented with polybrene. Infection was performed by centrifugation. Fresh media containing IL-2 and anti-CD3 anti-CD28-coated microbeads was added after 24 h, along with the selective agent puromycin (Sigma). After 48 h, the media was replaced with fresh media containing IL2 and anti-CD3 anti-CD28-coated microbeads, and cells were collected for mRNA analysis 1 week after infection.

### Mouse Treg in vitro expansion

Isolated Tregs (CD4^+^ CD25^*+*^ cells) were expanded using Dynabeads mouse T activator CD3/CD28 (Gibco Life Technologies) kit and related protocol.

### Treg isolation

Spleens were minced and passed through a 70-μm cell strainer to generate a single-cell suspension. CD4-positive cells were purified using mouse CD4^+^ T cell isolation kit (Easy Sep Mouse CD4^+^ T cell isolation kit Cat# 19852, Stemcell), followed by sorting of Treg cells using CD4 and CD25 as markers.

### DC isolation

Tumors were excised, minced, and digested with 1 mg/ml collagenase D (Roche) and 100 µg/ml DNase I (Sigma) at 37 °C for 1 h. Digests were then passed through a 70-μm cell strainer to generate a single-cell suspension. Myeloid cells were isolated by centrifugation over the density gradient media Lymphoprep (Axis-Shield), followed by sorting of DCs using the marker CD11c.

### Treg suppression assay

CD4^+^ CD25^*−*^ T cells and CD4^+^ CD25^+^ T cells were purified from WT C57BL/6 mice using mouse a CD4^+^ T cell isolation kit (Easy Sep Mouse CD4^+^ T cell isolation kit Cat# 19852, Stemcell) and an Easy Sep Mouse CD25 Regulatory T cell positive selection kit (Cat#18782, Stemcell), and subsequently labeled with CFSE (Cell Trace CFSE Cell Proliferation Kit Cat# C34554 Molecular Probes, Inc). Briefly, purified T cells were suspended in PBS (+0.1% BSA) at 10^7^/ml with 5 µM CFSE, incubated for 10 min at 37 °C and then washed in complete T cell medium. Purified T cells were cultured at 2 × 10^5^/well in 96 well plates precoated with 2 µg/ml anti-CD3 (eBioscience; 16-0031-82) and 2 µg/ml anti-CD28 (eBioscience; 16-0281-85), along the indicated ratio (2:1, 4:1, 8:1, 16:1, (Tconv:Treg)) of unlabeled WT or *Siah2*^*−/−*^ CD4^+^CD25^+^ Tregs in complete T cell medium. After 3 days of incubation, stained cells were analyzed with LSR Fortessa X20 (Becton Dickenson).

### Analysis of human melanoma tumors

Correlation of *SIAH2* expression and that of Treg signature genes identified in murine models (*FOXP3, CD8A, GZMA, GZMB, IFNG, CCL4, CCL3, CCL2, CCL5, IL1B, CXCL9, NOS2, CCL17,* and *CCL22*) was evaluated using Spearman’s rank correlations on high (*N* = 66) and low (*N* = 139) immune subgroups of metastatic melanoma samples (*N* = 339; TCGA_SKCM metastatic samples^48^). Rho and *P* values were used. The cutoff for significant/suggestive correlations was *R* ≥ |0.2|.

### Statistical Analysis

GraphPad Prism version 7 was used for statistical analysis. Differences between two groups were assessed using two-tailed unpaired *t*-test or Wilcoxon rank-sum test. Two-way analysis of variance (ANOVA) with Bonferroni’s multiple comparison test was used to evaluate experiments involving multiple groups. *P < 0.05; **P < 0.01; ***P < 0.001; and ****P < 0.0001. For analysis of human metastatic melanoma samples Rho and *P* values were used and the cutoff for significant/suggestive correlations was *R* ≥ |0.2|.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

RNAseq data has been deposited in Gene Expression Omnibus (GEO) under accession number GSE134412. NanoString data is available in GEO under accession number GSE134328. Single-cell RNAseq data is available in GEO under accession number GSE134814. The source data underlying Figs. 1a, c, d, 2, 3, 4c–g, 5 and 6a–i, and Supplementary Figs. 1b, c, 2, 3, 5a, b, d–l and 6a–f are provided in the source data file. Raw data for westerns blots is provided in the Supplementary Information. The results shown here are in part based upon data generated by the TCGA Research Network as part of the TCGA_SKCM data set.

## Source Data

Source Data

# Supplementary material for: Siah2 control of T-regulatory cells limits anti-tumor immunity
**Source:** Nat Commun. 2020 Jan 7;11:99. doi: 10.1038/s41467-019-13826-7
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | All raw data of RNAseq, NanoString, and single cell RNAseq were deposited in the GEO platform and the respective accession numbers are noted in the manuscript.                 |
| Data analysis   | Data were analyzed using GraphPad Prism 6 and 7 (graphing, statistical analysis), FlowJo v10.1 and v9.9 (flow cytometry), nSolver Analysis Software (Nanostring data analysis). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All the data are available within the article, supplementary information, source data, and supplementary data file or from the authors upon request

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. For in vivo work, the number of animal used in each experiment was carefully estimated based on our preliminary experiments and previous experience. For in vitro experiments, a minimum of 3 samples were chosen as a sample size to ensure adequate power, unless stated otherwise. |
| Data exclusions | Samples that had undergone technical failure during processing were excluded from analyses.                                                                                                                                                                                                                                                         |
| Replication     | Experiments were repeated at least 2 or 3 times independently (unless otherwise stated) and were reproducible.                                                                                                                                                                                                                                      |
| Randomization   | Samples were not randomized. Mice were chosen based on their genotype.                                                                                                                                                                                                                                                                              |
| Blinding        | The investigators were not blinded to group allocation during experiments and outcome assessment.                                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                    |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       | <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                    |

### Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Biolegend: CD45.2 (104), CD8a (53-6.7), CD4 (GK1.5), CD45.1 (A20), TNFa (MP6-XT22), IFNg (XMG1.2), CD11c (N418), CD11b (M1/70), MHC class I (AF6-88.5), CD80 (16-10A1), FOXP3 (FJK-16s), CXCR3 (CXCR3-173), CCR8 (SA214G2), CCR4 (2G12), GR1 (RB6-8C5), CD206 (C068C2), Thy1.1 (OX-7), Thy1.2 (53-21), Ki67 (16A8), TGFb (TW7-16B4), IL10 (JES516E3), GITR (DTA-1), TBET (4B10), and CD25 (3C7)<br>BD Biosciences: GRANZYME B (GB11), NOS2 (CXNFT)<br>Cell Signaling Technology: Cleaved caspase 3 (9661), GAPDH (5174), p27 (3688)<br>Abcam: Ki67 (ab15580)<br>Invitrogen: Foxp3 (FJK-16S)<br>Santa Cruz: p27 (SC-528)<br>Miltenyi Biotec Inc: IFNGR1 (130-104-934)<br>BD Biosciences : BrdUflow kit (BDB559619)<br>R&D: anti-CCL17 (110904), anti-CCL22(158132), rat IgG2 isotype control (54447)<br>Antibodies are also listed in the Methods section under their respective experimental method. |
| Validation      | We chose these antibodies based on information provided in product data sheets, literature and following our own pilot studies.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

### Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                               |
|-------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | YUMM1.7, and YUMMER1.7 cell lines were kindly provided by Marcus Bosenberg (Yale University). The Jurkat cell line was purchased from ATCC. MC38 was purchased from Kerafast. |
| Authentication                                                    | Cell lines were obtained from verified sources, and authenticated in SBP Genomic Core and our laboratory.                                                                     |
| Mycoplasma contamination                                          | All the cell lines tested negative for mycoplasma contamination (MycoAlert-Lonza)                                                                                             |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                                                               |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6 WT and Siah2 <sup>-/-</sup> mice were maintained and used in the vivarium of Sanford Burnham Prebys Medical Discovery Institute. All mice used were a C57BL/6 genetic background and 6–10-weeks-old male mice. All experimental animal procedures were approved by the Institutional Animal Care and Use Committee of Sanford Burnham Prebys Medical Discovery Institute and UNL. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                  |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                              |
| Ethics oversight        | All experimental animal procedures were approved by the Institutional Animal Care and Use Committee of Sanford Burnham Prebys Medical Discovery Institute (Approval # 16-070, 17-0431).                                                                                                                                                                                                   |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Tumor-derived single-cell suspensions were washed twice with FACS staining buffer, fixed for 15 min with 1% formaldehyde in PBS, washed twice, and resuspended in FACS staining buffer. For intracellular cytokine staining, cells were resuspended in complete RPMI-1640 (containing 10 mM HEPES, 1% non-essential amino acids and L-glutamine, 1 mM sodium pyruvate, 10% heat-inactivated fetal bovine serum (FBS), and antibiotics) supplemented with 50 U/mL IL-2 (NCI), 1 mg/mL brefeldin A (BFA, Sigma), and incubated with phorbol myristate acetate (10 ng/ml) and ionomycin (0.5 ug/ml) for 16 h at 37°C. The cells were then fixed and permeabilized using a Cytofix/Cytoperm Kit (BD Biosciences) before staining. For nuclear staining cells were fixed and permeabilized using Foxp3 fixation/permeabilization solution (Thermo Fisher). |
| Instrument                | All data were collected on an LSRFortessa (BD Biosciences)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Software                  | All data were collected on FACSDive Software (BD) and analyzed using FlowJo v10.1 and v9.9 Software (Tree Star).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Cell population abundance | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Gating strategy           | CD4+ T cell analysis: CD45.2+CD4+CD25-<br>CD8 T cell analysis: CD45.2+CD8+<br>DCs analysis : CD45.2+CD11C+<br>Macrophage analysis: CD45.2+CD11b+F4/80+<br>Treg analysis: CD45.2+CD4+CD25+Foxp3+; CD45.2+CD4+CD25+                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

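Gene expression was measured with the NanoString PanCancer Immune Profiling panel for mouse in 10 YUMMER1.7 tumors, 5 grown in WT mice and 5 grown in Siah2 KO mice. The table has 784 probes, of which 750 are endogenous genes, 20 reference genes, 6 positive controls and 8 negative controls. The groups were taken from the sample labels, where the WT tumors carry replicate numbers 2 to 6 and the Siah2 KO tumors 1, 2, 3, 5 and 6. The labels and the paper give no batch, cartridge or date for single tumors.

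The authors deposited the signal of each probe as normalized counts. According to the methods, nSolver was used for quality control, samples with outlying positive controls were left out, and the counts were scaled to the geometric mean of 20 reference genes. The values also carry a background constant taken from each count and a floor of 1 before scaling, which the paper's text does not name. In every tumor 100% of the values above the floor and under 150 normalized counts lay within 0.1 of a whole step of that tumor's factor. The factor was applied to the genes and not to the control probes. Counts before the factor were recovered by dividing by it. They are counts after background subtraction, not raw counts. Their sum over the 770 probes was between 382877 and 581603 per tumor. The 10 most abundant genes of each tumor took between 27.4% and 31.3% of the signal.

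From the normalized counts, log2(value + 1) was computed for all 770 probes, the reference genes included, as the study counts them among its genes. The groups were compared, Siah2 KO minus WT, with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, and p were adjusted by the Benjamini-Hochberg method over the 770 probes. Genes at an adjusted p under 0.05 are counted, with the count at an unadjusted p under 0.05 beside it. Beside the test of single genes stands a two-sided exact permutation test of the difference in mean log2 value over all 252 divisions of the tumors. Means and SD are of normalized counts over 5 tumors. Genes are named that the study names for these data, together with the 5 highest and 5 lowest log2 fold changes among genes at an adjusted p under 0.05 without overlap of the groups and with a mean of at least 20 normalized counts, the reference genes at an adjusted p under 0.05, and members of the gene lists where a list is discussed. *Mme*, *Slc7a11* and *Cd4* fall outside this rule and were chosen after their values were seen.

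Lists of 18 kinds of genes were tested with fry of limma, adjusted over the lists, with camera as an alternative. They hold the study's effector genes, T cell identity genes, chemokines, cytokines and other named genes, the reference genes, and genes of leukocytes, T cells, Tregs, NK cells, B cells, macrophages, dendritic cells, neutrophils, endothelium, fibroblasts and the type I interferon and interferon gamma responses. *Cd3g* and *Cd3d* are in 2 lists, as is *Foxp3*. Values relative to leukocytes or T cells were made by subtracting, in each tumor, the median log2 value of that list. The comparisons, the lists, the rule for naming genes and 12 alternatives, beside leaving out each tumor in turn, were set before the data were examined. The alternatives were median scaling, quantile normalization, scaling to the 10 reference genes with the smallest spread, a filter at a mean of 20, a floor of 20, a pseudocount of 10, endogenous probes only, the methods' test with equal variances, the same with unequal variances, an intensity trend in limma, the replicate number as a block, and camera. For the equal and unequal variance tests a list was tested by its mean per tumor, since fry needs limma's model. A block uses only the 8 tumors whose number occurs in both groups. A further 5 alternatives were chosen after seeing the data. They were those 8 tumors without a block, no pseudocount, the equal variance test without pseudocount, the unequal variance test without pseudocount, and scaling to the geometric mean of the 4 brightest positive controls after removal of the reference gene factor.

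The steps were tested on simulated data. With 200 of 770 genes changed by 1 on the log2 scale, the simulated comparison of Siah2 KO and WT recovered 73.5% of the changed genes, and 7.55% of its 159 calls were false. With 0 genes changed it called 0 genes. Each was 1 draw, in which genes varied independently, changes went up or down at random and no tumor had an error of scale. The simulation thus does not test the scaling to reference genes. The comparison was repeated on 100 of the 126 divisions of the tumors into groups of 5. Gene symbols were matched to the GRCm38.p6 annotation only for the order of genes along the chromosome, with 754 of 770 symbols found directly, 8 through a synonym and 8 not found. The plots were made with Python 3.11.15 and matplotlib 3.10.9. The RNAseq, single-cell, flow cytometry and qPCR experiments were not analysed here, apart from the paper's qPCR values of Fig. 1d and the paper's table behind Fig. 1c, which are given as the paper's.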

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

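The tests of the division of the tumors for the reference genes, of the normalization factor, of the RNA amount in a WT tumor and of the fibroblast genes in this part, the positive control scaling and the comparison of 8 tumors without a block were chosen only after the results were seen. The test of *Ccl4* was set out before its result. In 68 groups of 5 tumors, the gap of the most distant tumor to its neighbor was divided by the range of the group. Gap and range were taken on the log2 scale, so the values printed below on the linear scale give slightly different ratios. In this test 4 groups exceeded the 95% limit of 0.71, which chance exceeds in about 5% of groups.

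*Ccl4* was lower in KO replicate 2 than in the other Siah2 KO tumors, with 116 normalized counts against 157 to 164 and a gap of 0.860 of the range. A lower level of all raised genes in that tumor was tested. It was the lowest of the 5 Siah2 KO tumors at 29.0% of the 241 genes that are higher in Siah2 KO tumors, where an even share is 20%. KO replicate 6 was the lowest at 52.3% of them and had the highest *Ccl4*, 164 normalized counts. A general difference of KO replicate 2 and one in *Ccl4* cannot be told apart, since that tumor is above an even share but is not the lowest at most genes. Even KO replicate 2 was above all WT tumors, the highest of which had 45.9 normalized counts.

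*Oaz1*, a reference gene, was lower in KO replicate 1 than in the other Siah2 KO tumors, with 5161 normalized counts against 5290 to 5323 and a gap of 0.796 of the range. No technical or biological explanation was tested for it. The distance is small beside that to the WT tumors, which were at 5844 or more.

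WT replicate 5 had the lowest counts before the factor of the WT tumors, 443526 against 539427 to 578660, a gap of 0.736 of the range. It also had the largest factor among them, 1.32 against 0.918 to 0.974, a gap of 0.835 of the range. Less RNA in the hybridization would give few counts for the positive control signal. The total per positive control signal was 1.56 times the median of the other WT tumors, which argues against less RNA. The positive control probes of WT replicate 5 were the lowest of the 10 tumors, so a lower yield of that assay as a whole may be involved, which was not tested further. Without WT replicate 5, 297 genes were at an adjusted p under 0.05. No biological explanation was tested.

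Of the 20 reference genes, 5 differed between the groups, which the paper does not report in its text. At an unadjusted p under 0.05 there were 6. Of 100 divisions of the tumors, 1 gave as many at that threshold, the real one, and the others gave at most 2. Chance is thus unlikely for the comparison of all 10 tumors, but 1 of 100 divisions does not exclude it. With the replicate number as a block, which rests on 8 tumors, limma called 0 at either threshold, and in the same 8 tumors without a block 0 at an adjusted and 3 at an unadjusted p under 0.05. A lower signal of the reference genes as a whole in Siah2 KO tumors was tested by the normalization factor. The factor was 1.03 ± 0.165 (SD) in WT tumors and 1.30 ± 0.241 (SD) in Siah2 KO tumors, with p = 0.063 in a two-sided exact permutation test. Whether the reference genes as a whole are lower in Siah2 KO tumors or the 5 genes alone differ cannot be told apart, since the normalization holds their mean at 0 and so makes some rise when others fall. On the scale of the positive control probes, the reference genes differed by −0.16 on the log2 scale (exact permutation p = 0.56), with an SD of 0.52 among Siah2 KO tumors, a spread too wide to decide it. A different mixture of cells in the tumors of the 2 genotypes stays open and was not tested.

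The fibroblast list, which the paper does not discuss, had a median log2 fold change of −0.74 in Siah2 KO tumors, with 4 of its 5 genes lower at an adjusted p under 0.05. Its most abundant gene, *Col3a1*, fell from 14793 ± 1716 to 8850 ± 605 normalized counts (SD), and *Col1a1* from 2983 ± 261 to 2262 ± 408 (SD). Dilution by a higher share of leukocytes would lower fibroblast and endothelium genes alike. The mean of the fibroblast list fell further than that of the endothelium list without *Pecam1*, which leukocytes express, by −0.44 more on the log2 scale (exact permutation p = 0.0079, two-sided), which argues against dilution as the whole cause. Lower reference genes in Siah2 KO tumors would raise, not lower, the list, and it stayed lower after median scaling (adjusted p = 9.7e-06) and after positive control scaling (adjusted p = 0.020). Fewer fibroblasts, or less expression of these genes per cell, may underlie it as a hypothesis. Whether the injected melanoma cells express these genes was not tested.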

How the results depend on the processing

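The alternatives without pseudocount, with positive control scaling and with 8 tumors without a block were chosen after seeing the data. DESeq2 was not run, since the values are not raw counts. The replicate numbers 2, 3, 5 and 6 occur in both groups. The deviations of the 2 tumors of a number from their group means had correlations of 0.035, 0.050, 0.167 and 0.349. Those of other pairs of tumors were between −0.217 and 0.172. Number 6 was thus above every other pair, and numbers 2, 3 and 5 were not. Whether the numbers pair the tumors is open, and the comparison without a block is the one reported. WT replicate 4 and KO replicate 1 have no partner, so the block rests on 8 tumors.

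No gene at an adjusted p under 0.05 was called in the opposite direction by any alternative. The number of genes was within 1.5 times 316 in each alternative but positive control scaling, where it was 95. The share of higher genes was 76.3% with the deposited normalization, 51.7% with median scaling and 45.8% with quantile normalization, where the median log2 fold change moved by −0.25 and −0.28. Relative to the panel as a whole, therefore, about as many genes rose as fell, which follows from the centring of these scalings. Median scaling gave 152 lower genes and, at an unadjusted p under 0.05, 193 higher and 179 lower. Quantile normalization gave 153 higher and 181 lower genes and, at an unadjusted p under 0.05, 176 higher and 212 lower. Positive control scaling gave 60 higher and 35 lower genes and, at an unadjusted p under 0.05, 182 genes, 124 higher and 58 lower. The replicate block gave 235 genes, 45 of them lower, and the same 8 tumors without a block gave 232, 50 of them lower. The 5 reference genes became 7 with equal variances, unequal variances or the floor of 20. They became 6 with the filter or the pseudocount of 10, and 4 with the 10 steadiest reference genes. They became 9 with median scaling, 9 with quantile normalization, 0 with the replicate block and 0 with positive control scaling. With positive control scaling limma also called 0 at an unadjusted p under 0.05. With the same 8 tumors without a block they were 0, and 3 at an unadjusted p under 0.05. Leaving out the 2 tumors thus gave about as few genes as the block. For positive control scaling the cause was not tested. The positive control scale varied between tumors of 1 group by an SD of 0.52 (log2, Siah2 KO) for the reference genes.

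With each tumor left out in turn, there were 268 to 334 genes, 203 to 268 higher and 58 to 76 lower, and at an unadjusted p under 0.05 there were 344 to 402, 259 to 318 and 80 to 91. The number of reference genes was 1 without WT replicate 3, 4 or 5 or KO replicate 1, 2 without WT replicate 2 or KO replicate 3, 3 without WT replicate 6 or KO replicate 2 or 6, and 4 without KO replicate 5.

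Of the 17 genes that the study names, all kept their direction in every alternative. Each was at an adjusted p under 0.05 with the 10 steadiest reference genes, the filter, the floor of 20, the pseudocount of 10, endogenous probes only, equal variances and the intensity trend. *Cxcl9* was not in 4 of the alternatives set in advance (median scaling, quantile normalization, unequal variances and the replicate block), nor in 6 of the 10 fits without 1 tumor. With the 8 tumors without a block, *Cd3d*, *Cxcl9* and *Foxp3* were not at an adjusted p under 0.05. *Foxp3* was at −0.80 with the replicate block (adjusted p = 0.065) and with the same 8 tumors without a block (adjusted p = 0.088), over a range of 0.0048 to 0.088. With positive control scaling *Cd3g*, *Cd3d*, *Cd8a*, *Ccl5* and *Cxcl9* were not at an adjusted p under 0.05. *Nos2* kept rank 1 in all alternatives. *Ccl17* was in rank 6 from the bottom with a floor of 20 and in rank 2 with a pseudocount of 10, since both compress low values. Among the reference genes, *G6pdx* was at −0.014 with median scaling and −0.21 with quantile normalization, and *Hprt* at −0.022 and −0.19, both without a call.

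Of the 18 lists, 11 passed with fry, 9 in the 8 tumors without a block, where the T cell and type I interferon lists did not pass, 5 with camera and 3 with positive control scaling. The fibroblast list passed in every alternative. The list of reference genes was at −0.26 with median scaling (adjusted p = 0.013), at −0.23 with quantile normalization (adjusted p = 0.0043) and at 0.039 with the 10 steadiest reference genes (adjusted p = 0.042). The dendritic cell list was at −0.37 with median scaling (adjusted p = 0.024). The T cell and type I interferon lists did not pass with median scaling or quantile normalization, and the T cell list did not pass without WT replicate 3, 4 or 6 or KO replicate 1, where its adjusted p was 0.051, 0.052, 0.061 and 0.052. The endothelium list, at −0.31, passed with median scaling (−0.57, adjusted p = 0.00011), quantile normalization, the floor of 20, equal variances with or without a pseudocount, camera, and without WT replicate 5 or KO replicate 3 or 5. The B cell list passed and the neutrophil list did not with the replicate block (adjusted p = 0.040 and 0.068).

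Signal limits genes near the floor, such as *Ccl17* in Siah2 KO tumors and *Nos2* and *Ifng* in WT tumors, whose fold changes shrink with a floor of 20. Of the 316 genes, 18 had a mean under 20 normalized counts.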

Differences from the paper's values

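The unequal variance test without pseudocount was chosen only after the values were seen. Each number of genes that the paper states was within 1.5 times the number here, and no log2 fold change of the 17 genes that the study names differed by more than the replicate spread. At an unadjusted p under 0.05 limma gave 384 genes, 295 higher and 89 lower, and the paper's values are 364, 277 and 87. Of the alternatives set before the data were examined, median scaling (179 lower) and quantile normalization (176 higher and 212 lower) fell outside 1.5 times the paper's numbers of genes, and the others did not. Under some of them, log2 fold changes differed from the paper's by more than the replicate spread. These were *Ifng*, *Nos2* and *Ccl17* with the floor of 20, and the same genes and *Ccl4* with the pseudocount of 10. They were *Cd3g* and *Ccl4* with median scaling, and *Cd3g*, *Ccl4*, *Ccl5* and *Il1b* with quantile normalization. The equal variance test that the methods name gave 379 genes, 288 higher and 91 lower, with or without a pseudocount. The unequal variance test gave 365 genes, 277 higher and 88 lower, and without a pseudocount, a choice made after seeing the values, 364, 277 and 87, which drops 0 of the paper's 364 genes.

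In the paper's table behind Fig. 1c, P was within 1% of the unequal variance test without pseudocount for 769 of 770 probes, and within 1% of the equal variance test for 199. The fold change column of that table, which Fig. 1c draws on an axis labelled as log2, was within 0.05 of the ratio of geometric means for 770 of 770 probes, with the inverse ratio given a negative sign where the gene is lower. It has 0 values between −1 and 1, so it holds linear and not log2 values. The paper's value of 18.81 for *Nos2* is 4.23 on the log2 scale, where the value here is 4.09, and the paper's value of −15.02 for *Ccl17* is −3.91, where the value here is −3.46. On the log2 scale this was the largest difference among these 17 genes, 0.45. Without a pseudocount, a choice made after seeing the values, *Ccl17* was at −3.91.

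Of the paper's 364 genes, limma called 352 at an unadjusted p under 0.05 and 314 at an adjusted p under 0.05, and 8 are reference genes. At an adjusted p under 0.05 limma called 2 genes that the paper's table does not.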

Other observations

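The tests of the effector genes and of the T cell identity genes taken separately, of the other Treg genes, of *Ccl17* at the floor and of the genes near Siah2, and the positive control scaling, were chosen only after the results were seen. The limit used for the test of 7 genes together was also set after its result was seen.

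Of 100 divisions of the 10 tumors into groups of 5, 1 gave as many as 316 genes, the real one. The largest number among the other 99 was 17, and 7 of them gave any. Chance is thus unlikely for the count, but 1 of 100 divisions does not exclude it. The other divisions all mix WT and Siah2 KO tumors, which widens the spread within their groups and lowers their counts. The first principal component of the log2 values held 52.6% of the variance and separated the groups. The second held 12.8% and set KO replicate 6 apart from the other 9 tumors.

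More genes were higher than lower in Siah2 KO tumors. Lower reference genes in Siah2 KO tumors could give this excess. Median scaling brought the share of higher genes to 51.7%, but it centres the genes by construction. With positive control scaling the share was 63.2% of 95 genes. A real excess of higher genes and lower reference genes cannot be told apart, since no scale independent of both had a spread small enough.

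The leukocyte list was higher in Siah2 KO tumors. Lower reference genes were tested as the cause. The list stayed higher after median scaling (adjusted p = 0.0011), which argues against them as the whole cause relative to the rest of the panel. After positive control scaling it was at 0.52 with an adjusted p of 0.25, so its level per amount of RNA is open. A panel of immune genes is centred on immune genes, which limits this test.

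A higher share of leukocytes could raise the T cell and effector genes. Of the 7 genes of both kinds, 5 were still higher relative to the leukocyte list at an adjusted p under 0.05, which argues against it as the whole cause. The 4 effector genes had a median log2 fold change of 0.97 relative to the leukocyte list (fry p = 2.0e-05, not an exact test), with the same reading. The 3 T cell identity genes had a median of 0.21 relative to it (fry p = 0.12, not an exact test), so a higher share of leukocytes is a candidate explanation for their rise, with *Cd8a* as an exception at 0.41 (adjusted p = 0.036). *Cd4*, chosen after its values were seen, fell relative to the leukocyte list (adjusted p = 0.00027). More expression per cell and more effector cells among leukocytes stay open for the effector genes and were not tested. The genes of the leukocyte list themselves moved unequally, by 0.014 to 1.16 on the log2 scale, which limits the tests relative to it. The paper reports from flow cytometry comparable numbers of CD45.2-positive, CD4-positive and CD8-positive cells in both genotypes.

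*Foxp3* was lower in Siah2 KO tumors. A lower share of T cells was tested as the cause. The T cell list was higher, with a median log2 fold change of 0.71, which argues against it, and with median scaling it was at 0.45 (adjusted p = 0.094), still not lower. A lower share of Tregs among T cells would also lower other Treg genes. The other 8 genes of the Treg list had a median of −0.57 relative to the T cell list (fry p = 0.020, not an exact test). Without *Ccr4* and *Ccr8*, whose means were under 20 normalized counts, the other 6 were at −0.44 (fry p = 0.13, not an exact test), so the test of the list depends on genes near the floor. *Ikzf2*, with 138 ± 20.3 normalized counts in Siah2 KO tumors and 164 ± 15.3 in WT tumors (SD), was itself lower relative to the T cell list, at −0.69 (adjusted p = 0.044), with *Tnfrsf4* at −0.69 (adjusted p = 0.065) and *Ctla4* at −0.51 (adjusted p = 0.12). A lower share of Tregs and lower *Foxp3* for another reason cannot be told apart on these genes. *Icos* at 0.34 and *Il2ra* at 0.11 went the other way, activated T cells express several of these genes, and without the subtraction the whole list did not differ.

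*Ccl17* was at the floor in KO replicates 1 and 6. Background subtraction and low depth were tested as the cause of its difference. These 2 tumors had 581603 and 558894 counts before the factor, which are not the lowest totals, and with values under 20 raised to 20 the adjusted p was 0.0055, over a range of 1.5e-06 to 0.037 in all alternatives. Both argue against it. The size of the fold change stays open, since it depends on the floor.

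*Mme* and *Slc7a11*, the 2 genes of the panel nearest to Siah2 on its chromosome, both differed, with log2 fold changes of −1.80 (adjusted p = 0.0011) and 1.52 (adjusted p = 0.0022) and no overlap of the groups. Genes carried along with the disrupted allele could give this. Of the 10 nearest genes of the panel, 3 were at an adjusted p under 0.05, against 41.0% of all probes (one-sided exact hypergeometric p = 0.85). An effect of the allele's neighborhood and one of the cell mixture cannot be told apart, since the panel has too few genes there and tumors also hold injected cells without the allele.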
